# Gene regulation gravitates toward either addition or multiplication when combining the effects of two signals

**DOI:** 10.7554/eLife.59388

**Published:** 2020-12-07

**Authors:** Eric M Sanford, Benjamin L Emert, Allison Coté, Arjun Raj

**Keywords:** combined signal responses, gene expression, chromatin accessibility, MCF-7, combinatorial gene regulation, Human

## Abstract

Two different cell signals often affect transcription of the same gene. In such cases, it is natural to ask how the combined transcriptional response compares to the individual responses. The most commonly used mechanistic models predict additive or multiplicative combined responses, but a systematic genome-wide evaluation of these predictions is not available. Here, we analyzed the transcriptional response of human MCF-7 cells to retinoic acid and TGF-β, applied individually and in combination. The combined transcriptional responses of induced genes exhibited a range of behaviors, but clearly favored both additive and multiplicative outcomes. We performed paired chromatin accessibility measurements and found that increases in accessibility were largely additive. There was some association between super-additivity of accessibility and multiplicative or super-multiplicative combined transcriptional responses, while sub-additivity of accessibility associated with additive transcriptional responses. Our findings suggest that mechanistic models of combined transcriptional regulation must be able to reproduce a range of behaviors.

## Introduction

Suppose a cell at baseline expresses 100 copies of mRNA of gene X. If you give signal A, the cell expresses 200 copies of gene X. Give signal B, and you see 300 copies. What happens when you give both signals at the same time? Do the effects add (gene X increases to 400 copies)? Multiply (600 copies)? Additive and to some extent multiplicative phenomenological models have seen widespread use due to their simple mechanistic basis. However, there is little systematic empirical evidence that either of these phenomenological models of combined responses are in general valid or should be favored in any way.

Part of the appeal of the additive and multiplicative phenomenological models is their emergence from simple and natural mechanistic models of transcriptional regulation. For instance, additive behavior naturally emerges from a model in which transcription factors can independently recruit polymerase to the promoter (Scholes et al., 2017; Bothma et al., 2015; Bender et al., 2012). Specifically, if signal A and signal B each induce the binding of different transcription factors to the enhancers of gene X, and these each independently result in an increased rate of binding of the polymerase to the promoter then the total rate of binding would be the sum of the two independent contributions. (This additive prediction assumes that the binding events are not so frequent as to saturate the promoter.) Consistent with this behavior, the deletion of pairs of enhancers at the mouse β-globin locus resulted in additive reductions in gene expression (Bender et al., 2012), and CRISPRa-based activation of enhancer subsets resulted in additive increases in gene expression for several genes in an endometrial cancer cell line (Ginley-Hidinger et al., 2019). However, these experiments are typically limited to small sets of genes, making it difficult to conclude that additive behavior is the default, and indeed deviations from additive behavior are prevalent (Bothma et al., 2015; Ginley-Hidinger et al., 2019; Scholes et al., 2019).

Another oft-cited phenomenological observation is multiplicative integration of two transcriptional signals. One common model that can readily explain multiplicative integration is the so-called ‘thermodynamic model’, in which it is assumed that equilibrium binding levels of RNA polymerase to the promoter is the control point for transcriptional regulation (Ackers et al., 1982; Bintu et al., 2005; Phillips et al., 2019; Scholes et al., 2017; Sherman and Cohen, 2012). In a simple instantiation with two transcription factors, A’ and B’, which mediate the effects of signals A and B on gene X, each factor individually lowers the binding energy of RNA polymerase to the promoter, increasing its affinity (Bintu et al., 2005). If both transcription factors are present, then the changes in binding energy add, and hence, given that the probability of a transcription factor recruiting RNA polymerase II depends exponentially on binding energy, the net change in equilibrium binding levels of RNA polymerase II would multiply. Multiplicative activation by two RNA polymerase-binding factors has been seen in mutant *E. coli* experiments after λcI- and CRP-binding sides were placed adjacent to a *lacZ* promoter (Joung et al., 1994). In eukaryotes, thermodynamic models have been successful in predicting how engineered combinations of a few known transcription-factor-binding sequences next to a promoter affect the transcription of reporter genes in yeast and mouse embryonic stem cells, explaining ~50% of the variance in reporter gene expression, and up to 72% of the variance when non-multiplicative interaction terms are included (Fiore and Cohen, 2016; Gertz et al., 2009). However, it is unclear from many of these assays, most of which focus on promoter manipulations, how prevalent and general the multiplicative predictions of the simplest version of the thermodynamic model are, especially given that many combined responses are known to follow more simple additive predictions.

While potential mechanisms underlying additive and multiplicative behavior are straightforward, there is no a priori reason to believe that most genes would follow one or the other, or either at all. Indeed, a larger class of ‘kinetic’ models of transcription (which represent transcription as a coupled series of chemical reactions with distinct signal-responsive rates) have been shown to admit a wide variety of behaviors, ranging from sub-addition to super-multiplication (Scholes et al., 2017). A systematic test of these different phenomenological types of combined responses has yet to be done, in part because there is a lack of transcriptome-wide experiments in the literature that treat cells with two signals both individually and in combination. (A notable exception is Goldstein et al., 2017, where the authors use dual-signal treatment and a heuristic approach to find synergistic and antagonistic genes but do not compare underlying phenomenological models of combined responses.) Thus, it remains unknown if combinatorial gene regulation is primarily additive, multiplicative, or a wide distribution of everything in between (and beyond).

Upstream of transcription, it is also unclear how multiple signals coordinately affect transcription factor binding activity at *cis*-regulatory elements. For instance, if each signal results in the binding of a specific set of transcription factors at a particular regulatory region individually, then do these two different sets of factors bind with the same probability when both signals are applied? Or are these probabilities affected by potential regulatory interactions between the signals? And how might these binding probabilities and potential interactions affect expression of the target genes? There is only limited transcription-factor-binding data available for experiments where cells receive multiple signals simultaneously (Goldstein et al., 2017), and then using ChIP-seq, which only reports binding profiles for specific transcription factors. Pairing combined response experiments with chromatin accessibility measurements, which correlate with aggregate transcription factor binding data (Thurman et al., 2012), has the potential to answer these questions in a more comprehensive manner than ChIP-seq would allow for.

Experimentally, part of what makes it difficult to compare phenomenological models of combined responses is that additive and multiplicative models can give nearly indistinguishable predictions, especially when one or both of the signals’ effects are relatively small. As such, often experimental data will be consistent with, say, a multiplicative or additive model (or weighted variants of such models), but it is difficult to exclude the possibility of the other model, especially when only a limited number of genes are considered (Rothschild et al., 2014; Kaplan et al., 2008; Geva-Zatorsky et al., 2010; Rapakoulia et al., 2017). With current genome-wide expression profiling tools, however, it may be possible to query the integration modes of sufficiently many genes so as to discriminate between additive, multiplicative, and other phenomenological model predictions for at least some subset of genes, thus enabling a larger scale view of gene regulation’s tendencies toward specific combined response behaviors.

Here, we profiled MCF-7 cells with paired RNA-seq and ATAC-seq measurements after we exposed them to retinoic acid, TGF-β, and both signals. We found that while genes’ transcriptional responses exhibit a wide variety of behaviors when combining these two signals, they generally tended toward either addition or multiplication. ATAC-seq peaks, on the other hand, appeared to prefer addition as the default operation for combining two signal effects, although a minority of peaks clearly showed sub-additive or super-additive behavior. Genes with super-additive ATAC-seq peaks nearby were more likely to have a multiplicative or super-multiplicative transcriptional responses to retinoic acid and TGF-β. These data provide a comprehensive and systematic view of transcriptional responses to combined signal treatments.

## Results

### Upregulated genes gravitate toward addition and multiplication when combining the transcriptional effects of both signals

To quantitatively measure how gene regulation depends on multiple input signals, we performed three replicates of a paired RNA-seq and ATAC-seq experiment using MCF-7 cells (human breast carcinoma; selected for being well-characterized in its response to the two signals chosen). Prior to sequencing, we treated these cells with three different doses of TGF-β (1.25, 5, and 10 ng/ml), retinoic acid (50, 200, and 400 nM), or both signals (low, medium, and high dosages of both TGF-β and retinoic acid simultaneously) for 72 hr (Figure 1B). 

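RNA was sequenced from 36 samples of MCF-7 cells, an established line of estrogen receptor positive luminal breast carcinoma, in 12 conditions with 3 replicates each. The conditions were ethanol vehicle at 50%, 100% and 150% of the normal starting density, and retinoic acid, TGF-β or both signals at each dose. Retinoic acid binds the retinoic acid receptors, which act on DNA directly, and TGF-β acts through cell surface receptors that phosphorylate SMAD proteins. The paper split dishes into the 12 conditions, and samples with the same replicate number are taken here to come from the same split, which the paper does not state for each replicate. Libraries were made from polyadenylated RNA with a kit that does not keep the strand, so reads of antisense transcripts, as in the HOX clusters, cannot be told apart from reads of the genes. The authors aligned reads to hg38 with STAR and counted uniquely mapped reads per gene with HTSeq and an Ensembl annotation. Counts of 41 libraries were deposited. For replicate 2 of the medium doses of retinoic acid and of both signals, the first preparation was left out because the labels say so, for high rRNA, and the sum of preparations 2 and 3 of the same RNA was used, also as the labels say. For replicate 2 of ethanol at normal density the first preparation was used, and the second only in an alternative. Counts assigned to genes ran from 8629109 to 12221348 per sample, with a median of 10749572, and the values below use these counts. In ethanol samples the counts were 10548027 to 11794679 (median 11694376) at normal density, 9441237 to 10701518 (median 10476809) at 50% density and 8660753 to 11429210 (median 10211959) at 150% density. With retinoic acid they were 9975438 to 11300223 (median 11263996) at the low, 9512301 to 10797626 (median 10676953) at the medium and 8825039 to 11363436 (median 10966719) at the high dose. With TGF-β they were 11033629 to 11231162 (median 11065989), 10459090 to 11232250 (median 11201265) and 9801536 to 12066830 (median 10468175) at the same doses, and with both signals 9530634 to 11005851 (median 10123032), 9413890 to 12221348 (median 11165132) and 8629109 to 11379994 (median 9851350). Genes with low counts were removed by edgeR's filter, which kept 16038 genes, and the counts were scaled by TMM. Each condition was then tested against ethanol at normal density with edgeR's quasi-likelihood F test, with Benjamini-Hochberg adjustment within each comparison. A gene is called up or down at an adjusted p of at most 0.05 and a log2 fold change of at least 0.5 in size, the thresholds that the paper gives for DESeq2. The standard error (SE) of each log2 fold change is its size divided by the square root of F. Gene lists were tested with camera at a preset correlation of 0.01 and again with the correlation estimated from the data.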

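The same 12 conditions, with 3 replicates each, gave 36 ATAC-seq libraries, in which Tn5 transposase cuts open chromatin and the cuts are sequenced. The authors used the Omni-ATAC protocol, aligned reads to hg38 with Bowtie2 and called peaks in each library alone with MACS2, and the deposited lists hold the summit of each peak with its fold enrichment over the background of the library. The lists hold no read counts, so the depth behind each summit is not known from them, and fragment counts per peak cannot be had. The lists of ethanol libraries held 279823 to 298735 (median 295198) summits at normal density, 293932 to 321660 (median 298134) at 50% density and 285880 to 301250 (median 286365) at 150% density. With retinoic acid they held 268996 to 289103 (median 276320), 271402 to 301597 (median 295736) and 289472 to 298618 (median 291390) summits at the low, medium and high dose, with TGF-β 280402 to 323401 (median 315300), 278998 to 323843 (median 296750) and 266762 to 337754 (median 285278), and with both signals 288769 to 335920 (median 311513), 300223 to 339765 (median 320011) and 282158 to 300363 (median 291587). A longer list calls more regions, so the 266000 strongest summits of every library were used, which is 78.3% to 99.7% of a list. Windows of 150 bp around these summits were merged across libraries where they lay within 250 bp of each other, which gave 206555 windows. A window is called gained when all 3 treated libraries have a summit in it and none of the 3 ethanol libraries at normal density does, and lost in the opposite case. This is a call of presence and absence, and a window that was already open and opened further is not counted by it.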

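Retinoic acid raised genes of retinoid metabolism and HOX genes in MCF-7 cells, and lowered basal markers and genes of DNA replication. DHRS3, an enzyme that reduces retinaldehyde, went from 3.55 ± 1.20 CPM (reads scaled to a common library size with TMM) in ethanol to 229 ± 36.8 at the medium dose (SD, n = 3 each), a log2 fold change of 5.99 (SE 0.23, adjusted p = 3.6e-20 by edgeR). STRA6, the membrane receptor for the retinol carrier, and CYP26A1 and CYP26B1, which degrade retinoic acid, rose by 5.85 (SE 0.71), 5.33 (SE 0.89) and 6.16 (SE 1.28) on the log2 scale. Of 24 measured genes of the list of retinoic acid targets and retinoid metabolism, 16 were called up and 2 were called down, the same numbers as when adjusted over the list alone. Their median log2 fold change was 1.80 (camera, adjusted p = 2.6e-14, and adjusted p = 0.0168 with an estimated correlation). The 2 that fell, CRABP1 (log2 fold change -1.63, SE 0.13) and CRABP2 (log2 fold change -0.69), encode carriers of retinoic acid in the cell. Of 21 HOX and CDX factors, 15 were called up (16 when adjusted over the list alone), among them HOXB2 by 3.31 (SE 0.23), HOXB3 by 2.71 (SE 0.23) and HOXA13 by 2.54 (SE 0.21), and the list's median was 2.48 (camera, adjusted p = 2.1e-14, and adjusted p = 0.0238 with an estimated correlation). Of 19 NF-κB factors and targets, 6 were called up (7 when adjusted over the list alone), such as SELE, a leukocyte adhesion molecule, by 5.61 (SE 0.48) and NFKBIZ, a regulator of NF-κB, by 1.18 (SE 0.09) (camera, adjusted p = 4.9e-07, and adjusted p = 0.0314 with an estimated correlation). Among 25 genes of the interferon response, 14 were called up (16 when adjusted over the list alone), including the factor IRF1 by 1.96 (SE 0.27) and MX1 by 1.48 (SE 0.22), with a camera adjusted p of 1.3e-07 for the list, but an adjusted p = 0.104 with an estimated correlation. The secreted mucins MUC5AC and MUC5B had log2 fold changes of -2.77 (SE 0.28) and -2.57 (SE 0.22), and the adhesion protein AMIGO2 fell from 279 ± 18.2 to 24.9 ± 4.22 CPM. Of 13 basal and myoepithelial genes, 6 were called down (8 when adjusted over the list alone) and 2 up, with EGFR at -1.34 (SE 0.12) and MME at -1.50 (SE 0.29) (camera, adjusted p = 0.0053, and adjusted p = 0.0314 with an estimated correlation). The luminal keratins KRT8, KRT18 and KRT19 were lower, at -0.65 (SE 0.06), -0.75 (SE 0.05) and -0.52 (SE 0.10), and the list of 25 epithelial junction genes and luminal keratins that holds them had no other called gene (camera, adjusted p = 0.0485, and adjusted p = 0.187 with an estimated correlation). Of 30 genes of DNA replication, 14 were called down, such as RRM2 at -0.86 (SE 0.10) and TYMS at -0.77 (SE 0.08), and the median was -0.44 (camera, adjusted p = 2.5e-15, and adjusted p = 0.0492 with an estimated correlation). Of 30 mitotic genes, 2 were called down, CDK1 and ASPM (camera, adjusted p = 3.8e-04, and adjusted p = 0.533 with an estimated correlation). KDR and CDH5, which mark endothelial cells, rose by 4.24 (SE 0.45) and 4.20 (SE 0.88), while 4 measured leukocyte markers gave a camera adjusted p of 0.527 and 7 fibroblast and endothelial markers one of 0.255. In all, 942 genes were called up and 1153 down at the medium dose, 553 and 673 at the low dose, and 1113 and 1375 at the high dose. Without replicate 1, the low dose gave 324 up and 394 down.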

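TGF-β raised SMAD targets, matrix genes and basal markers, and lowered mitotic genes. PMEPA1, a feedback inhibitor of SMAD signaling, went from 246 ± 15.4 to 1449 ± 18.4 CPM at the medium dose (SD, n = 3), a log2 fold change of 2.56 (SE 0.09, adjusted p = 2.4e-22 by edgeR). MRC2, a receptor that takes up collagen, rose by 3.37 (SE 0.12) and MMP9, a matrix protease, by 4.38 (SE 0.20). Of 31 TGF-β and SMAD targets, 19 were called up (20 when adjusted over the list alone) and 2 down, among them the cell cycle inhibitor CDKN2B by 2.17 (SE 0.08) and the matrix protein THBS1 by 1.58 (SE 0.08), and the median was 0.65 (camera, adjusted p = 9.7e-34, and adjusted p = 1.1e-06 with an estimated correlation). The 30 receptors, SMADs and inhibitors of the pathway had 7 genes up and 1 down, with SKIL, a SMAD repressor, at 0.79 (SE 0.10) and the decoy receptor BAMBI at -0.65 (SE 0.10) (camera, adjusted p = 1.1e-08, and adjusted p = 0.0026 with an estimated correlation). Of 36 genes of the extracellular matrix and adhesion, 15 were called up and 1 down, with COL5A1 up by 1.61 (SE 0.14) and the integrin ITGB6 by 1.97 (SE 0.13) (camera, adjusted p = 1.0e-11, and adjusted p = 6.8e-04 with an estimated correlation). Of 15 genes of the epithelial to mesenchymal transition, 5 rose and 1 fell (5 and 2 when adjusted over the list alone), fibronectin (FN1) by 0.73 (SE 0.10) among the risen and COL3A1 the fallen one, with a median of 0.37 (camera, adjusted p = 1.5e-06, and adjusted p = 5.2e-04 with an estimated correlation). Among the 13 basal and myoepithelial genes, 7 rose, TP63 by 4.55 (SE 0.44) and the laminin LAMC2 by 1.91 (SE 0.18), and KRT15 fell by 1.07 (SE 0.11) (camera, adjusted p = 7.5e-04, and adjusted p = 0.0061 with an estimated correlation). JUNB rose by 1.15 (SE 0.09), 1 of 4 called up of 17 AP-1 subunits and small MAF factors (5 when adjusted over the list alone; camera, adjusted p = 5.7e-04, and adjusted p = 0.0171 with an estimated correlation). Of the 30 mitotic genes, 29 fell, with a median of -0.65 and the kinesin KIF20A at -0.88 (SE 0.09) (camera, adjusted p = 8.6e-27, and adjusted p = 0.0267 with an estimated correlation). Of the 30 genes of DNA replication, 10 fell (median -0.45; camera, adjusted p = 5.7e-17, and adjusted p = 0.0267 with an estimated correlation). TFF1, a classical target of the estrogen receptor, fell by 1.39 (SE 0.18), and the receptor gene ESR1 fell by 0.51 (SE 0.06). In their list of 28 genes, 8 fell and 3 rose (camera, adjusted p = 0.0174, and adjusted p = 0.209 with an estimated correlation). Of 23 genes of cholesterol synthesis, 4 fell, among them LSS at -0.61 (SE 0.07) and INSIG1 at -0.52 (SE 0.08) (camera, adjusted p = 3.8e-08, and adjusted p = 0.0783 with an estimated correlation). Some retinoid genes moved too: 5 of the 24 rose, DHRS3 by 3.00 (SE 0.27) (camera, adjusted p = 7.5e-04, and adjusted p = 0.164 with an estimated correlation). In all, 924 genes were called up and 687 down at the medium dose, 787 and 526 at the low dose, and 953 and 781 at the high dose. Without replicate 1, the genes called down numbered 289 at the low and 449 at the medium dose.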

We waited 72 hr to create a larger set of differentially expressed genes to use in subsequent analyses, and chose doses that led to broad changes in transcription and chromatin accessibility (Figure 1B; see Materials and methods for discussion of doses chosen). 

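With both signals, retinoid genes and SMAD targets rose together, while the genes of proliferation fell in nearly every member of their lists. Among called coding genes with a mean of at least 100 counts and the same direction in every replicate, the largest rises at the medium dose were in CYP26B1 by 7.68 (SE 1.15) and in SERPINA3, a protease inhibitor of the acute phase, by 7.66 (SE 0.76), and NCF2, a subunit of the NADPH oxidase, rose by 6.41 (SE 0.24) on the log2 scale. BMP5, a ligand of the TGF-β family, had the largest fall among these genes, from 53.8 ± 7.72 to 0.672 ± 0.589 CPM (SD, n = 3 each), a log2 fold change of -6.30 (SE 0.31, adjusted p = 9.0e-19 by edgeR). Of the retinoic acid targets, 17 rose and 2 fell (camera, adjusted p = 6.0e-09, and adjusted p = 0.021 with an estimated correlation), and of the TGF-β and SMAD targets 20 rose and 4 fell (adjusted p = 1.7e-17, and adjusted p = 2.6e-04 with an estimated correlation). Of the genes of DNA replication, 28 of 30 fell, with a median of -1.04 and RRM2 at -2.03 (SE 0.10) (camera, adjusted p = 1.9e-30, and adjusted p = 0.0066 with an estimated correlation). All 30 mitotic genes fell, with a median of -1.23 and TOP2A at -1.37 (SE 0.09) (camera, adjusted p = 1.6e-28, and adjusted p = 0.021 with an estimated correlation). Of the AP-1 subunits and small MAF factors, 11 of 17 rose, among them ATF3 by 2.20 (SE 0.25) (camera, adjusted p = 1.5e-04, and adjusted p = 0.0147 with an estimated correlation). NF-κB factors and targets rose in 11 of 19 members, with ICAM1 up by 2.06 (SE 0.19) and NFKB2 by 0.81 (SE 0.08) (camera, adjusted p = 1.2e-07, and adjusted p = 0.0192 with an estimated correlation). ESR1 fell by 0.94 (SE 0.06), and SPDEF, a factor of luminal cells, fell by 1.92 (SE 0.12). In all, 2074 genes were called up and 2235 down at the medium dose, 1727 and 1770 at the low dose, and 2232 and 2383 at the high dose. Of the genes called up by retinoic acid and also by TGF-β, 124 of 124 at the low dose, 213 of 216 at the medium dose and 244 of 246 at the high dose were also called up with both signals. The 3 others at the medium dose were EDN1, which encodes endothelin, HPGD, which inactivates prostaglandins, and the proton pump subunit ATP6V1C2. Their log2 fold changes with both signals were 0.48 (SE 0.13), 0.36 (SE 0.20) and 0.06 (SE 0.23). EDN1 missed the call by the fold change limit alone (adjusted p = 0.0028 by edgeR). Without replicate 1, 100% of the genes called up by each signal at the medium dose were also called up with both signals.

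**Figure D1:**
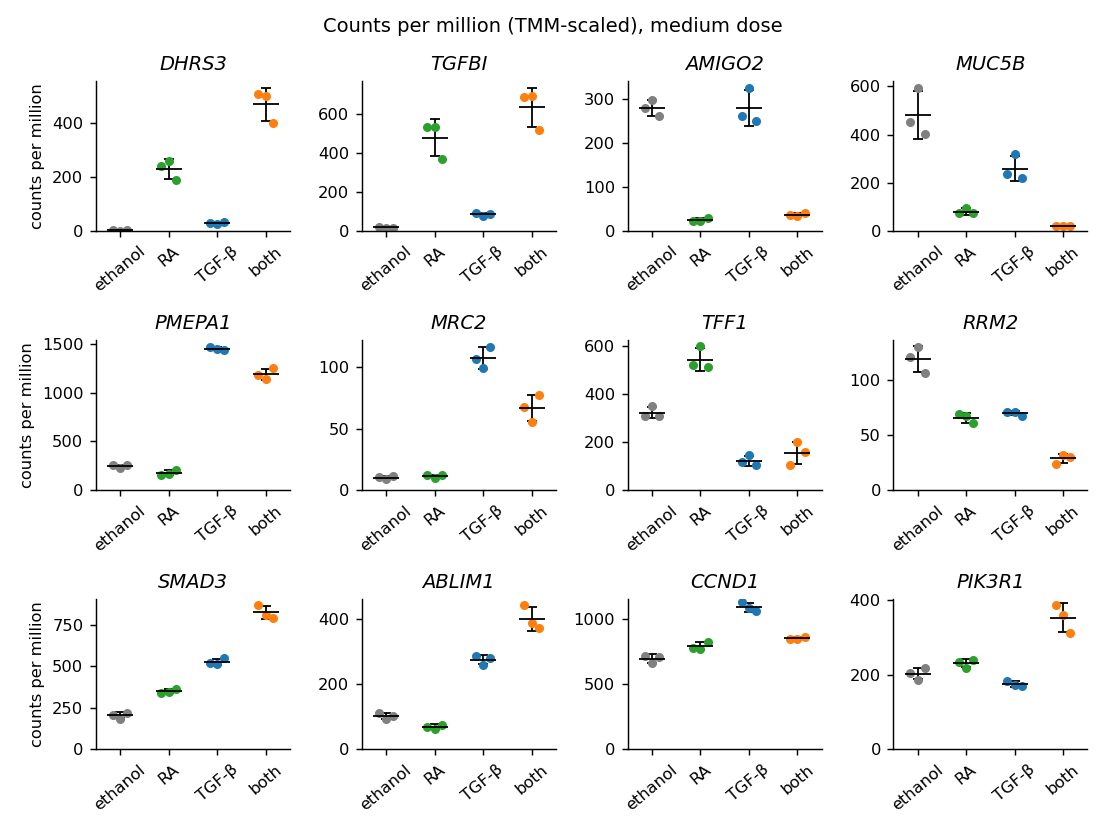
CPM, scaled with TMM, of 12 genes in ethanol and at the medium dose of retinoic acid, TGF-β and both signals; points are the 3 replicates, bars the mean and SD. DHRS3 reached 468 ± 59.9 with both signals, and RRM2 fell from 119 ± 12.0 to 29.1 ± 4.30.

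**Figure D2:**
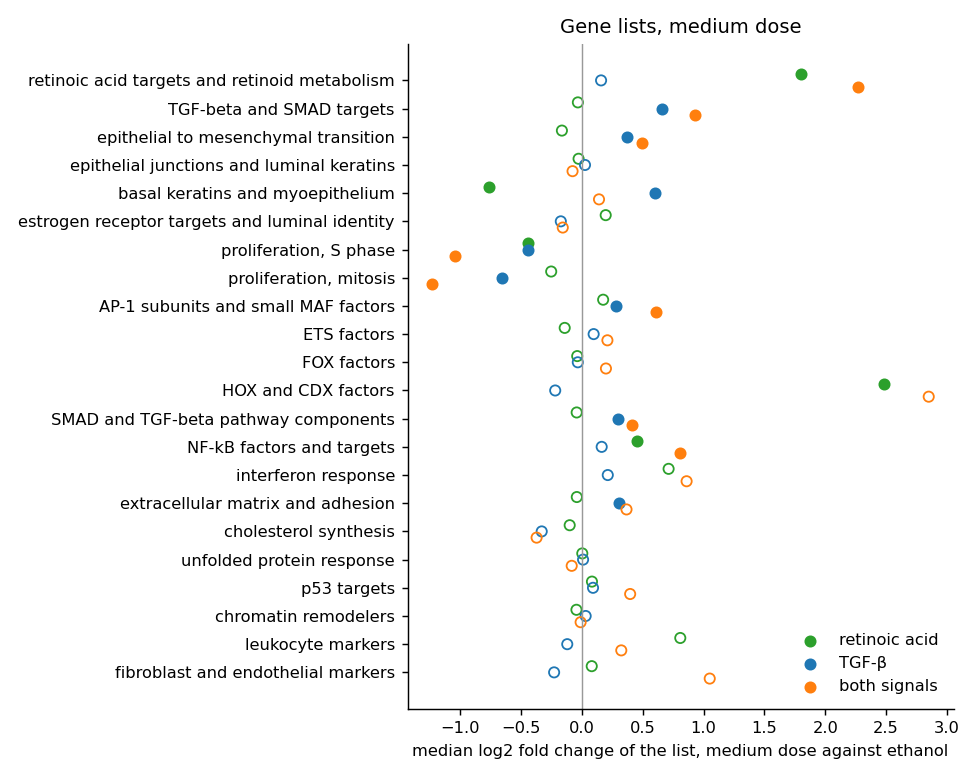
Median log2 fold change against ethanol of each gene list at the medium dose; filled points have a camera adjusted p of at most 0.05 with an estimated correlation. The HOX and CDX factors lie highest of the lists with retinoic acid, and their median is higher still with both signals. The mitotic genes lie lowest with both signals, at -1.23.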

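Genes called in the same direction by each signal were more than independent lists would share. At the medium dose, SMAD3, an effector of TGF-β, was up with retinoic acid alone by 0.77 (SE 0.07) and with TGF-β alone by 1.36 (SE 0.07), and KRT15 and the prolactin receptor gene PRLR were down with each. TGFBI, an extracellular matrix protein induced by TGF-β, rose by 4.66 (SE 0.20) with retinoic acid and by 2.18 (SE 0.20) with TGF-β. THBS1 and TFF1 moved in opposite directions: with retinoic acid THBS1 fell by 0.73 (SE 0.08) and TFF1 rose by 0.75 (SE 0.17). Genes up with each signal numbered 124, 216 and 246 from the low to the high dose, where independent lists would share 27.1, 54.3 and 66.1, and genes down with each numbered 170, 286 and 365 against 22.1, 49.4 and 67. Both signals are compared with the same ethanol samples, which by itself ties their fold changes together. In 20 simulated sets of unchanged genes against shared controls, the mean correlation of the 2 fold changes across genes was 0.481, and their covariance was 0.0172. At most 3 genes were called up with retinoic acid in such a set and none with each signal, so the sets do not show what shared controls add to the overlap of genes with real effects. The measured correlation across all 16038 genes, which are not independent replicates, was 0.324 at the medium dose, and the covariance was 0.0992. With retinoic acid compared with the ethanol samples at 50% density and TGF-β with those at 150% density, so that no control is shared, 97, 186 and 222 genes were up with each, the medium-dose correlation was 0.223, and the covariance was 0.0694.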

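Regions of chromatin opened with each signal, and most regions that opened with each signal alone were found open with both. At the medium dose, a window on chromosome 8 from 116658451 to 116658992, whose nearest coding gene is UTP23, was absent from ethanol and gained with retinoic acid, with TGF-β and with both signals, where its fold enrichment over the library's background was 46.2, 43.6 and 46.8 in the 3 replicates. A window on chromosome 5 from 154923436 to 154923954, 14516 bp from the start of GEMIN5, was gained with TGF-β and found in 1 of 3 libraries with retinoic acid. A window on chromosome 9 from 22157263 to 22157622, 148137 bp from the start of CDKN2B, was gained with both signals only, although 1 library with retinoic acid and 2 with TGF-β had a summit in it. Retinoic acid gained 1892, 2928 and 3669 windows from the low to the high dose and lost 2439, 3730 and 4530. TGF-β gained 2197, 3178 and 2578 windows and lost 1370, 1443 and 1846, and both signals together gained 4147, 5713 and 6565 and lost 3783, 5315 and 5932. Windows gained by each single signal at a dose numbered 203, 302 and 267, where independent lists over the 33671 windows absent from ethanol would share 123.5, 276.4 and 280.9. Those 33671 hold only windows found in at least 2 of 3 libraries of some condition. The expected numbers would be lower over a wider set, so the comparison cannot settle whether the sharing exceeds chance. Both signals are compared with the same ethanol libraries, so part of an overlap may come from these: ethanol at 50% and at 150% density, with no signal, gained 547 and 519 windows and shared 57, where independent lists would share 8.43. Of the windows gained by each single signal, 93.1%, 94.4% and 97.4% were found in at least 2 of 3 libraries of the combination, and 157, 253 and 221 in all 3. Without each replicate in turn, where both remaining libraries must hold a window, the share was 66.9% to 72.8%, 72.4% to 76.95% and 74.3% to 77.2% from the low to the high dose, and with windows in at least 2 of 3 treated and at most 1 of 3 ethanol libraries 77.9%, 79.4% and 81.0%. Leaving out a replicate loosens the call to 2 libraries against 2 and raised the windows gained at the medium dose to between 5951 and 7335 with retinoic acid, between 6508 and 7532 with TGF-β and between 9323 and 11567 with both, and the windows gained by each single signal to between 770 and 1068, 1073 and 1245, and 852 and 1162 from the low to the high dose. With no summit allowed in any of the 9 ethanol libraries, retinoic acid gained 652, 1350 and 1874 windows, TGF-β 772, 1317 and 1074 and both 1996, 3137 and 3984, and 22, 59 and 57 were gained by each single signal.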

Initial analysis showed that the number of differentially expressed genes and differential peaks increased in a dose-dependent manner, and that all genes that were upregulated in both individual signal treatments were also upregulated in the combination treatment (Figure 1B). We focused our analysis on upregulated genes and upregulated ATAC-seq peaks due to their greater dynamic range in effect sizes and their more straightforward interpretation in the context of potential binding of activators to increase the transcription of nearby genes. 

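At the other starting densities, genes of proliferation lay close to their levels at normal density in MCF-7 cells, and edgeR without a block on the replicates called no single gene. Of the genes of DNA replication, RRM2 had a log2 fold change of 0.12 (SE 0.09) in ethanol at 50% density and of -0.12 (SE 0.09) at 150% density, each against normal density (n = 3 each). The median of the 30 genes of DNA replication was 0.11 at 50% density (camera, adjusted p = 2.1e-06, and adjusted p = 0.566 with an estimated correlation) and -0.12 at 150% density (adjusted p = 2.2e-07, and adjusted p = 0.535 with an estimated correlation). For the mitotic genes it was 0.12 and -0.09 (camera, adjusted p = 1.5e-06 and 7.9e-05, and adjusted p = 0.77 and 0.636 with an estimated correlation). The luminal keratin KRT18 had a log2 fold change of 0.00 at both densities (SE 0.05). By edgeR, 0 genes were called at either density, with 660 genes at an unadjusted p under 0.05 at 50% density and 413 at 150% density, and DESeq2 called 0 at each. With the replicate number as a block, edgeR called 3 genes at 50% density, which were named after their values were seen: SMAD7, the inhibitory SMAD, at -0.62 (SE 0.12), LDLRAD4, another inhibitor of TGF-β signaling, at -0.58 (SE 0.12), and NDRG1, a stress-induced gene, at -0.52 (SE 0.11). With no filter on low counts, 17 genes were called at 50% density and 8 at 150% density.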

(Note that our ethanol ‘vehicle’ controls were performed at three different cell concentrations, and there were no significantly differentially expressed genes between concentrations. We did not, however, add the signals to different concentrations of cells or cells at different points in the cell cycle, in which context the signals may exert differential effects.)

**Figure 1.**
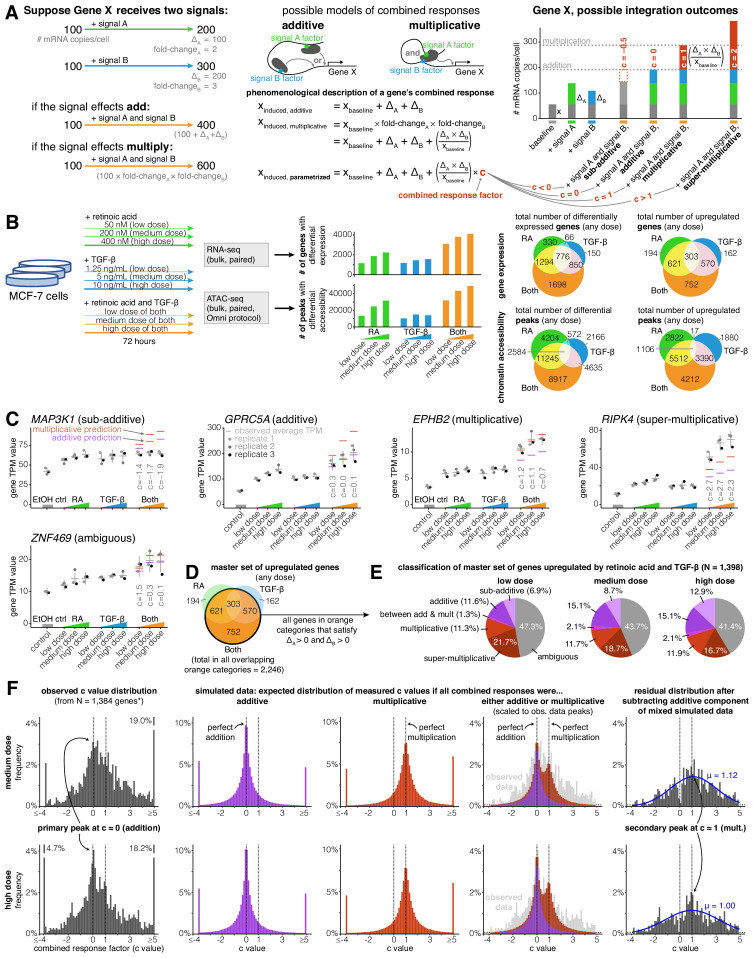
Addition and multiplication are enriched modes of signal integration in upregulated genes. (**A**) Example of additive vs. multiplicative effects on expression of hypothetical gene X, mathematical formulation of the combined response factor, and illustration of how the value of the combined response factor (c value) reflects whether a combined gene expression response is sub-additive, additive, multiplicative, or super-multiplicative. (**B**) Schematic of signal response experiments in MCF-7 cells. Briefly, we treated MCF-7 cells with three different dosages of retinoic acid, TGF-β, or both signals for 72 hr, then performed bulk RNA-seq and ATAC-seq at the endpoint. We show the number of differentially expressed genes and peaks for each dose of each condition as well as the overlap between the sets of differentially expressed genes and differential peaks. (**C**) Five example genes representing sub-additive to super-multiplicative combined transcriptional responses, where we show each gene’s transcripts per million (TPM) value for each replicate after single or combined signal treatments. Horizontal gray bars show the average TPM value, and error bars represent the 80% confidence interval of the estimated underlying Gaussian distribution of each dosage and condition (see Materials and methods for parameter estimation details). (**D**) Illustrated definition of master set of upregulated genes. (**E**) Frequency of each type of combined response behavior for each dosage in the master set of genes. (**F**) Simulated, observed, and residual histograms of c value distributions for the medium and high doses. In the simulated mixture model, we randomly simulated combined responses to be either additive or multiplicative based on the relative frequency of additive vs. multiplicative combined transcriptional responses that we observed at each dose in 1E. Annotated percentages at broken bars represent the fraction of c values in the tail beyond the limits of the x axis of the graph. *For all c value analyses, 14 genes with a control TPM of zero were removed from the master set of genes, as they end up misleadingly having c values of exactly 0 regardless of the effects of retinoic acid and TGF-β.

**Figure 1—figure supplement 1.**
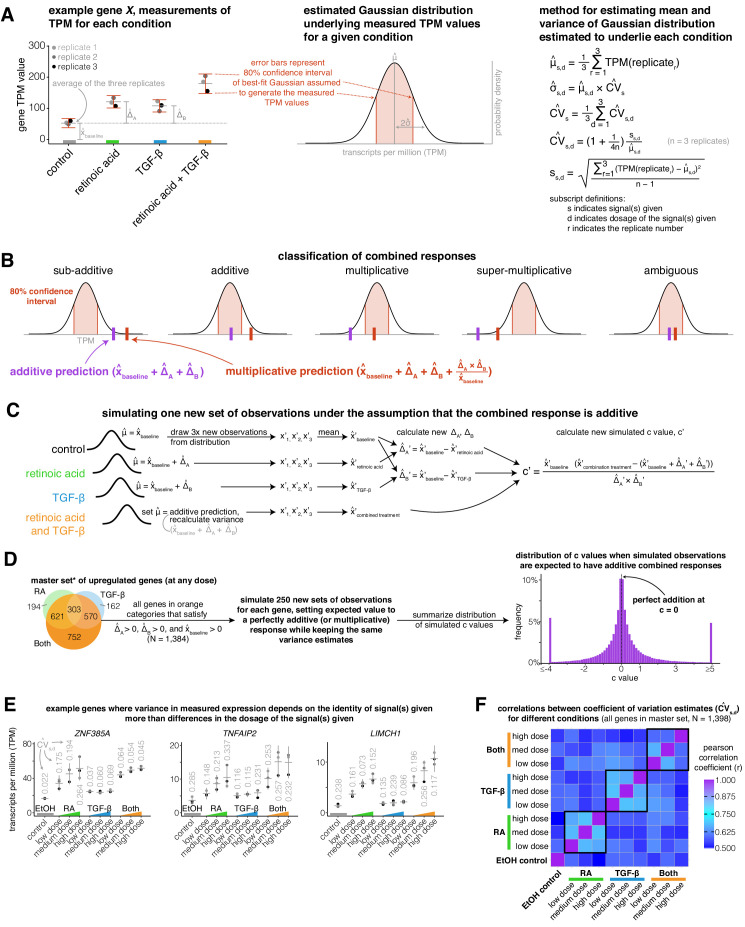
Explanatory schematics for model of gene expression variation, classification of combined responses, and simulating new additive or multiplicative combined responses. (**A**) Schematic illustrating how we estimate the 80% confidence interval of a Gaussian distribution underlying our gene expression measurements. (**B**) Illustration of how we use the 80% confidence interval to classify combined responses in Figure 1E as sub-additive, additive, multiplicative, super-multiplicative, or ambiguous. (**C**) Diagram showing how we simulate new observations by using the Gaussian distributions we estimated to underlie each condition and dose’s gene expression measurements. (**D**) Schematic showing how we combine many simulated combined responses from each gene in our master set (*less any gene with a control TPM measurement of 0) to create a new distribution of simulated c values. (**E**) Example genes illustrating how the variance of a gene expression measurement often depends on the signal(s) given. (**F**) Correlation matrix showing the Pearson correlation between coefficient of variation (CV) estimates between each condition, with black boxes outlining correlations between different doses of the same signal(s).

**Figure 1—figure supplement 2.**
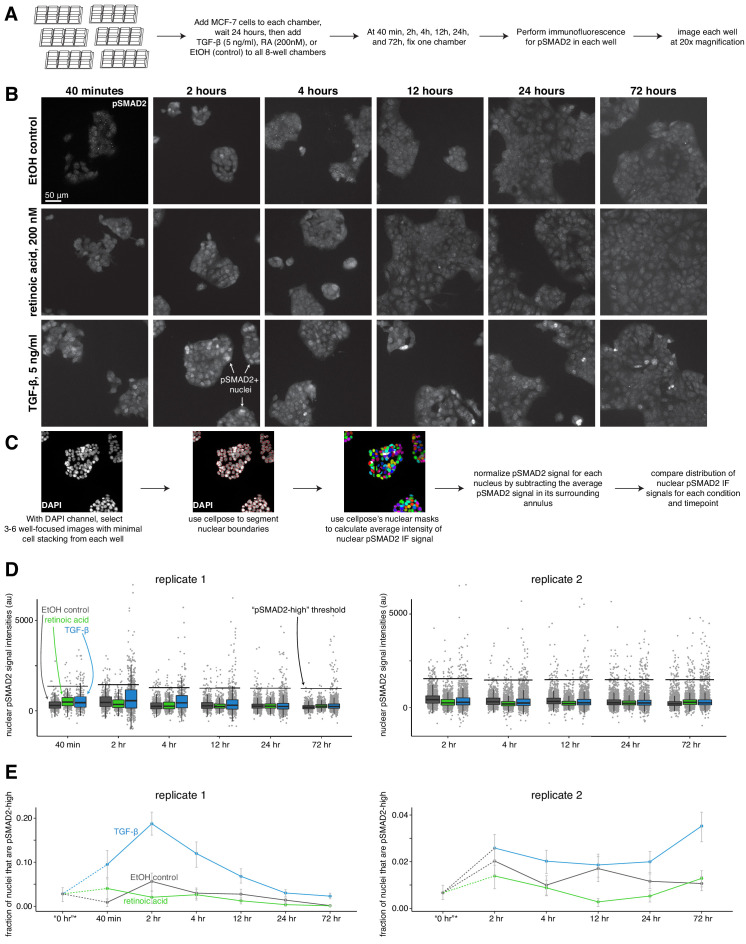
TGF-β, and not retinoic acid, leads to an increase in nuclear pSMAD2 levels in MCF-7 cells. (**A**) Schematic describing immunofluorescence experiment design. (**B**) Example images of pSMAD2 immunofluorescence for the medium dose of TGF-β, retinoic acid, or control cells at each time point. (**C**) Computational analysis workflow schematic, which describes how we use the cellpose segmentation algorithm in the DAPI channel to identify nuclear boundaries for measuring average nuclear signal intensity in the pSMAD2 immunofluorescence channel. (**D**) Summary statistics of normalized pSMAD2 nuclear intensity, where each point represents the average immunofluorescence signal intensity of one nucleus. Black horizontal bars used to define a ‘pSMAD2 high’ threshold are 1000 au above the median nuclear intensity value across all conditions in the same time point. (**E**) Fraction of cells that are pSMAD2-high across time for each condition, separated by replicate. *0 hr time point is a pseudo-time point that we generated from additional images taken in the control condition at the 40 min (replicate 1) or 2 hr time point (replicate 2).

**Figure 1—figure supplement 3.**
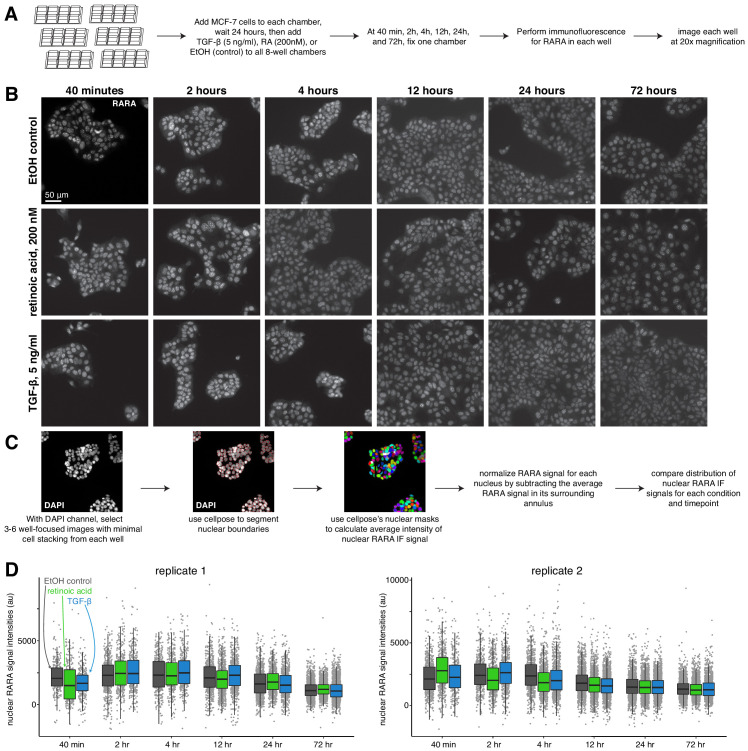
Nuclear retinoic acid receptor alpha levels are stable across treatment conditions. (**A**) Schematic describing immunofluorescence experiment design. (**B**) Example images of RARA immunofluorescence for each condition (medium dose of retinoic acid, TGF-β, or control) at each time point. (**C**) Computational analysis workflow schematic, which describes how we use the cellpose segmentation algorithm in the DAPI channel to identify nuclear boundaries for measuring average nuclear signal intensity in the RARA immunofluorescence channel. (**D**) Summary statistics of normalized RARA nuclear intensity, where each point represents the average immunofluorescence signal intensity of one nucleus.

**Figure 1—figure supplement 4.**
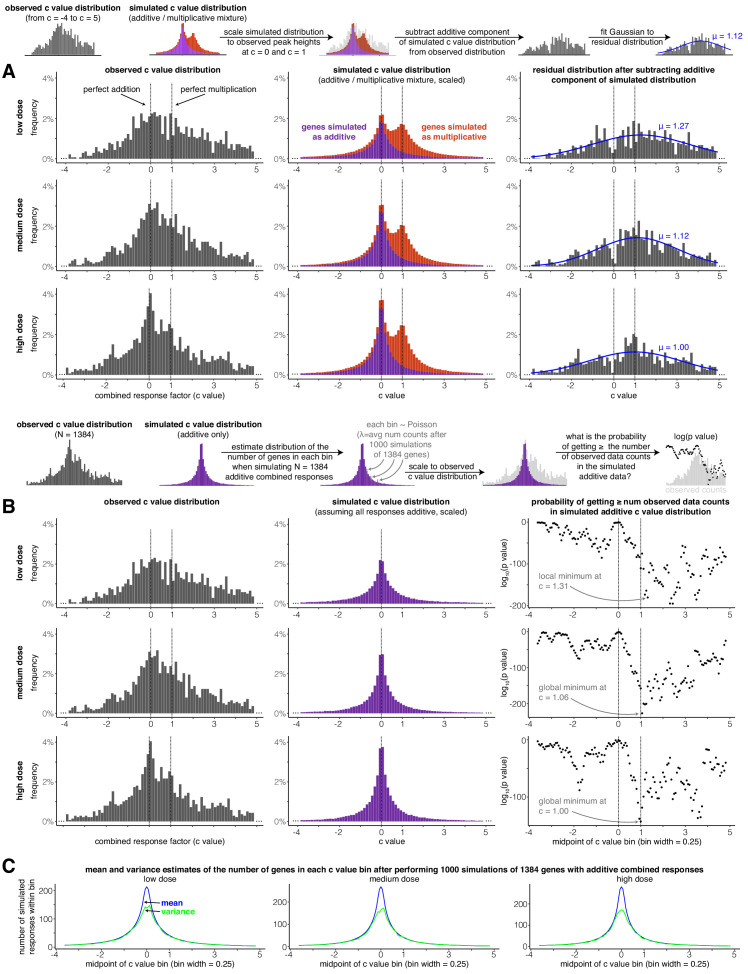
A secondary peak occurs at or near perfectly multiplicative combined transcriptional responses (c = 1) after subtracting a distribution of simulated additive responses from the observed distribution of c values. (**A**) For each dose, the observed c value distribution (in the range from c = −4 to c = 5), simulated c value distribution when transcriptional responses are assumed to be either additive or multiplicative, and residual distributions after the additive component of the simulated data is subtracted. Blue lines illustrate the best-fit Gaussian to the residual distribution (see Materials and methods for details). (**B**) At each dose, a c value distribution generated by simulated additive responses is matched to the height of the peak at c = 0 in the observed data. Then, the probability of witnessing the number of combined responses in each of the bins in the observed histogram is estimated under the null model that all combined responses are additive. Due to the limits of computational power and the extremely low probabilities of witnessing the number of observations as the bins move further away from c = 0, we assumed Poisson distribution was descriptive of the number of simulated observations that lied in a given c value bin (this assumption is justified by panel C, where the mean and variance of the number of simulated responses in each bin are nearly identical outside the narrow range of −0.3 < c < 0.3). (**C**) At each dose, the mean and variance of the number of simulated additive c values found in each c value bin.

**Figure 1—figure supplement 5.**
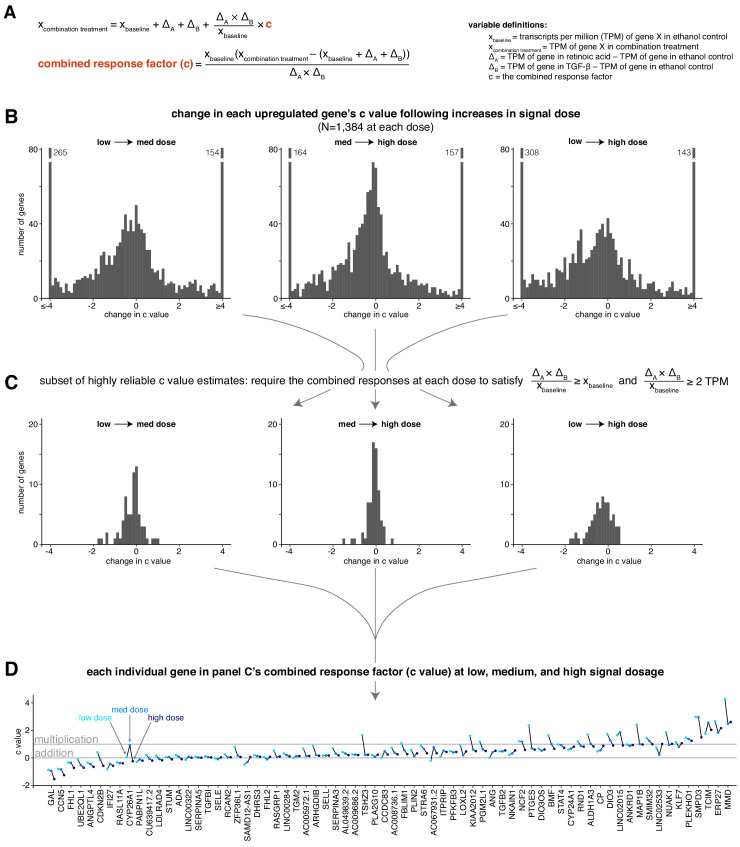
The combined response factor tends to remain stable or decrease with increasing signal dosage. (**A**) Mathematical expression showing how we determine the value of the combined response factor (c value) for a given gene and signal dosage. TPM = transcripts per million. (**B**) Histograms illustrating the distribution of c value changes as dosage increases. (**C**) Same histograms as in B, focusing on a subset of genes with stable c value estimates. (**D**) Sparklines showing the c value at low, medium, and high dosage for each gene in the subset of genes outlined in panel C.

We defined a master set of 1398 genes by selecting the set of genes that were significantly upregulated in any dose of the combination treatment (log2 fold-change ≥0.5 and Benjamini-Hochberg adjusted p value ≤ 0.05) and that had increased expression in all doses of each individual signal (Figure 1D). If we had selected the full set of all genes upregulated in any dose of the combined treatment, we would have analyzed a set of 2246 genes (Figure 1D). We required the change in expression to be positive for both individual signals, however (i.e. Δ_A_ > 0 and Δ_B_ > 0), in order to maintain a consistent mapping between our categorical description of combined responses (e.g. ‘sub-additive’, ‘super-multiplicative’ (Figure 1—figure supplement 1)) and our continuous ‘c value’ description of combined responses defined in Appendix 1 and Figure 1A. Requiring Δ_A_ > 0 and Δ_B_ > 0 in our master set of genes was necessary to guarantee that sub-additive combined transcriptional responses always had c values less than 0 and that super-multiplicative responses always had c values greater than 1. 

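Some genes rose with both signals and fell with a single one. FN1 rose with both signals by 1.09 (SE 0.10) on the log2 scale at the medium dose, but had a log2 fold change of -0.52 (SE 0.11) with retinoic acid alone, and likewise ABLIM1, an actin-binding protein, with 1.97 (SE 0.10) for both signals and -0.56 (SE 0.10) for retinoic acid. The set requires the mean TPM of every dose of each single signal to lie above that of ethanol, with no test of the difference. With edgeR's calls, 2526 genes were up in the combination at any dose, and the requirement removed 39.75% of them and left 1522. Genes called down in the combination that lay above ethanol with every dose of each single signal numbered 2: L1CAM, an adhesion molecule (log2 fold change -0.55, SE 0.12, at the high dose), and HTR1D, a serotonin receptor (-0.95, SE 0.34). The set with these 2 held 1524 genes, of which 1515 had an ethanol TPM above 0 and so a combined response factor.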

Imposing the conditions of Δ_A_ > 0 and Δ_B_ > 0 removed 37.8% of the 2246 genes that showed a significant increase in expression in the combined treatment (Figure 1D), leaving 1396 of the 1398 genes that ultimately fed into our analyses. Inclusion of genes with negative changes after individual signal treatments would require a more elaborate analysis framework to encompass the much larger variety of categorizations of potential responses that would be difficult to characterize with the number of genes in our analysis. (There were only two genes that were significantly downregulated in the combined treatment while also having Δ_A_ > 0 and Δ_B_ > 0 at all doses of each individual signal treatment; we elected to also include these two genes in our master set for the total of 1398.)

In our analysis of combined transcriptional responses, we assumed that retinoic acid and TGF-β exhibited their effects on common target genes through distinct transcription factors. To justify this assumption, we confirmed that there was little cross-activation of pSMAD2 (which serves as a proxy for the readout of TGF-β signaling) by performing immunofluorescence targeting pSMAD2 upon the addition of TGF-β and retinoic acid individually (Figure 1—figure supplement 2A–B). We saw that TGF-β treatment rapidly increased the nuclear signal of pSMAD2 (by 40 min), which remained above baseline until the final time point at 72 hr, whereas retinoic acid treatment induced no changes in pSMAD2 signal relative to baseline (Figure 1—figure supplement 2C–E). Nuclear expression of retinoic acid receptor alpha, which resides in the nucleus regardless of activation level (Mangelsdorf and Evans, 1995), was stable between conditions at all time points (Figure 1—figure supplement 3). Subsequent transcription factor motif analysis of our ATAC-seq data, however, suggested that retinoic acid receptor alpha (RARA) is activated by retinoic acid and not TGF-β (see section titled 'Motif analysis reveals that sub-additive peaks have a depletion of AP-1 and an enrichment of CTCF motifs while super-additive peaks have an enrichment of SMAD motifs'). This same motif analysis also suggested that retinoic acid and TGF-β largely increased the activity of distinct transcription factors at the 72 hr time point, meaning that the secondary effects of retinoic acid and TGF-β are likely mediated through the activity of distinct transcription factors.

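The genes of the transcription factors themselves responded to the signals in different ways. SMAD3 rose most with both signals, by 2.01 (SE 0.07) at the medium dose, while SMAD4, the shared partner of the SMADs, had a log2 fold change of 0.06 (SE 0.09) with retinoic acid and 0.11 (SE 0.09) with TGF-β, and was not called. RARA went from 62.4 ± 5.81 to 84.2 ± 7.43 CPM with retinoic acid (SD, n = 3 each), a log2 fold change of 0.43 (SE 0.10), under the threshold for a call, and was 70.5 ± 7.58 with TGF-β. ELF3, an epithelial ETS factor, rose by 0.99 (SE 0.12) with retinoic acid and had a log2 fold change of -0.29 (SE 0.12) with TGF-β. Of 14 ETS factors, 1 rose and 3 fell with retinoic acid (camera, adjusted p = 0.407), and 3 rose, ELK3 by 0.70 (SE 0.09) among them, and 1 fell with TGF-β (adjusted p = 0.0764). Of 11 FOX factors, none was called with retinoic acid by edgeR (median -0.04, although camera's direction was up, adjusted p = 0.407), and FOXA1, a pioneer factor of luminal cells, was at 0.24 (SE 0.06). With TGF-β, FOXO1 rose by 1.14 (SE 0.13) and FOXM1, a factor of mitosis, fell by 0.68 (SE 0.14) (adjusted p = 0.484 for the list). BATF rose by 0.78 (SE 0.10) with retinoic acid, the only member of the AP-1 list called with that signal by edgeR without a block on the replicates (camera, adjusted p = 0.0274, and adjusted p = 0.149 with an estimated correlation). HOXC13 rose with each signal, by 0.90 (SE 0.08) and 0.73 (SE 0.08), and was the only one of 21 measured HOX and CDX factors called with TGF-β at the medium dose by edgeR without a block, while with the replicate number as a block 1 was also called down (camera, adjusted p = 0.672 for the list). RELB, an NF-κB subunit, rose by 1.30 (SE 0.15) with TGF-β, 1 of 4 genes of its list called up with that signal (camera, adjusted p = 0.0026, and adjusted p = 0.153 with an estimated correlation). CTCF and the SWI/SNF subunit SMARCC1 were not called with either signal, with log2 fold changes of -0.05 (SE 0.05) and 0.00 (SE 0.05) for retinoic acid and -0.14 (SE 0.05) and 0.27 (SE 0.05) for TGF-β.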

Within our master set of 1398 upregulated genes, we found a variety of different combined transcriptional response behaviors ranging from sub-addition to super-multiplication (Figure 1D–F). 

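Genes that rose with each signal ranged from ones that gained almost nothing from the second signal to ones that rose far above the product of the 2 fold changes. MAP3K1, a kinase upstream of JNK on chromosome 5 from 56815549 to 56896152, went from 40.2 ± 3.84 TPM in ethanol to 58.1 ± 2.40 with retinoic acid, 58.6 ± 2.62 with TGF-β and 62.6 ± 2.18 with both at the medium dose (SD, n = 3 each), where the sum of the effects is 76.5 TPM. GPRC5A, an orphan receptor induced by retinoic acid on chromosome 12 from 12891559 to 12917937, reached 190 ± 26.2 TPM with both signals, close to the additive prediction of 186 and under the multiplicative one of 263. EPHB2, a receptor tyrosine kinase on chromosome 1 from 22710839 to 22921500, reached 11.9 ± 1.32 TPM, with predictions of 9.00 and 11.6. RIPK4, a kinase of epidermal differentiation on chromosome 21 from 41739369 to 41767089, reached 64.1 ± 4.73 TPM, with predictions of 32.6 and 44.1. The combined response factor c, which is 0 for the sum and 1 for the product, was -1.7 ± 0.41 for MAP3K1, 0.0482 ± 0.261 for GPRC5A, 1.14 ± 0.386 for EPHB2 and 2.74 ± 1.65 for RIPK4 (SD over the 3 replicates). Each c comes from the mean TPM of the groups, and its SD from c computed within each replicate number. ZNF469, the other gene of Figure 1C, had a c of 0.28 ± 0.441. A departure from the product was also tested with the replicates of all groups, as the interaction of the 2 signals on the log scale in edgeR. PIK3R1, the regulatory subunit of PI3 kinase, was called with neither signal alone (log2 fold changes of 0.18, SE 0.08, and -0.22, SE 0.08) and rose by 0.79 (SE 0.08) with both, an interaction of 0.83 (SE 0.11, adjusted p = 5.4e-05 by edgeR). ABLIM1 had an interaction of 1.10 (SE 0.14) and MFGE8, a milk fat globule protein that binds integrins, one of 0.84 (SE 0.12). TGFBI and DHRS3, which each signal raised, lay below the product, with interactions of -1.77 (SE 0.25) and -1.97 (SE 0.32), and so did cyclin D1 (CCND1), which drives entry into S phase, with one of -0.54 (SE 0.07). In all, 21 genes were above and 18 below the product at the low dose, 51 and 75 at the medium dose, and 82 and 143 at the high dose. With the replicate number as a block the counts were 106 and 131, 139 and 217, and 218 and 384. Without replicate 1 they were 0 and 0 at the low and 0 and 0 at the medium dose (by edgeR; with all replicates, 1155 and 1327 genes were at an unadjusted p under 0.05 and DESeq2 called 30 and 36, and 54 and 102) and 5 and 8 at the high dose, and without replicate 2 they were 3 and 0, 8 and 15, and 23 and 61.

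**Figure D3:**
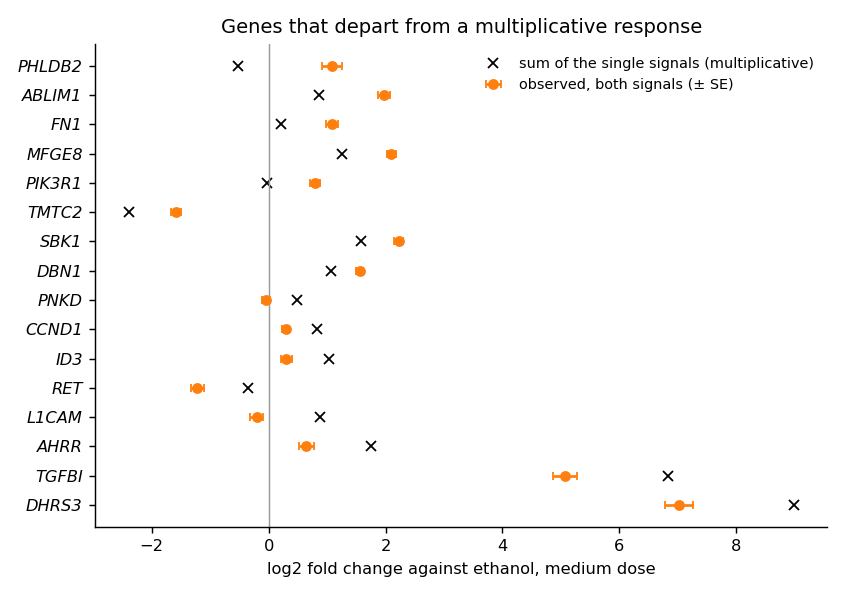
Log2 fold change against ethanol at the medium dose for 16 genes with a called interaction: the value measured with both signals and the sum of the values of the single signals, which is the multiplicative prediction. PHLDB2 lies above its prediction, with a difference of 1.61, and DHRS3 below it, with one of -1.97.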

A transcriptional response is additive when the combined treatment effect represents the sum of the individual treatment effects, and multiplicative when the combined treatment represents the product of the individual treatment fold-changes. When both signals upregulate the expression of a gene, a multiplicative response is always higher than an additive response (Appendix 1; Figure 1A). To systematically classify the combined transcriptional responses at each gene, we used a statistical approach where we assumed each observation of a gene’s expression value was derived from a Gaussian distribution (see Materials and methods). We classified a combined transcriptional response as sub-additive, additive, multiplicative, or super-multiplicative by comparing where a ‘perfect’ hypothetical additive or multiplicative response lay with respect to the 80% confidence interval of the combined treatment's expression value (Figure 1—figure supplement 1B). If both the hypothetical additive and the hypothetical multiplicative predictions lay within the confidence interval, we classified the response as ambiguous (Figure 1—figure supplement 1B). 

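Genes were classed into each kind of combined response at all 3 doses. Among genes of Figure 1-figure supplement 5, the neuropeptide gene GAL and the imprinted noncoding RNA H19 were sub-additive at every dose, with a medium-dose c of -0.947 ± 0.412 and -1.26 ± 0.765 (SD over 3 replicates). TGM2, a transglutaminase, and SERPINA5, an inhibitor of protein C, were additive at every dose, at 0.132 ± 0.0387 and 0.0305 ± 0.0245. RND1, a Rho family GTPase, and STAT4, a cytokine-activated factor, were multiplicative at every dose, at 0.868 ± 0.216 and 0.937 ± 0.244, and MMD, a macrophage differentiation gene, was super-multiplicative at every dose, at 2.49 ± 0.580. TGFBI and DHRS3 lay near or just above the additive prediction, at 0.0612 ± 0.00092 and 0.137 ± 0.0532. At the medium dose, 138 of the 1524 genes were sub-additive (9.06%), 231 additive (15.2%), 31 between the predictions (2.03%), 170 multiplicative (11.2%), 266 super-multiplicative (17.5%) and 688 ambiguous (45.1%). At the low dose the shares were 7.15%, 10.8%, 1.38%, 10.3%, 20.4% and 50.0% in the same order, and at the high dose they were 13.3%, 14.6%, 1.97%, 11.1%, 14.8% and 44.2%. Of the genes of this set called above the product by edgeR's interaction test at the medium dose, 15 of 15 were super-multiplicative, and of the 28 called below it, 25 were additive or sub-additive. The test and the categories rest on the same samples and the same product, so this overlap was largely built in and is no separate check. Without a block on the replicates, the test called no more than these 15 of the 266 super-multiplicative genes and these 25 of the 369 additive or sub-additive ones. With the replicate number as a block, it called 32 genes of the set above the product and 63 below it. In simulated counts without a block it called 10.1% of additive genes, so genes that it missed may still depart from the product. Simulated noise alone also fills the categories. Of genes simulated as additive, 13.3% were classed sub-additive and 6.80% super-multiplicative. Of genes simulated as multiplicative, 15.0% were classed super-multiplicative and 12.5% additive. The interval rests on 3 replicates and on a CV averaged over doses: without replicate 3, 24.7% of genes were ambiguous at the medium dose, 16.9% sub-additive, 4.94% between the predictions and 27.8% super-multiplicative, and of the genes shared by the sets 58.4% kept their medium-dose category.

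**Figure D4:**
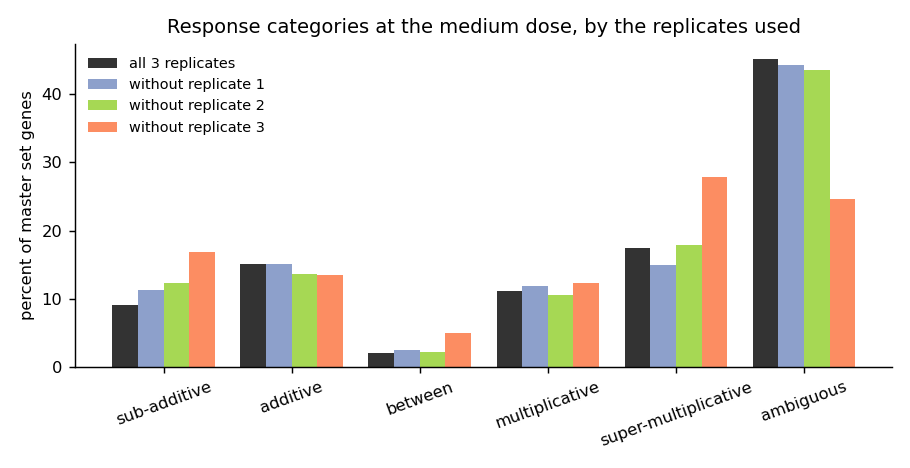
Percent of master set genes in each response category at the medium dose, with all 3 replicates and without each replicate in turn. The ambiguous share is 45.1% with all replicates and 24.7% without replicate 3.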

Using this approach, we found that at the medium dose, 8.7% of genes had sub-additive combined transcriptional responses, 15.1% had additive responses, 2.1% had between an additive and multiplicative response, 11.7% had multiplicative responses, 18.7% had super-multiplicative responses, and 43.7% had ambiguous responses (Figure 1D), suggesting that there is no single dominant category of combined response behavior. However, while the categories of addition and multiplication are appealing due to their correspondence to these simple phenomenological models, there is no a priori reason to believe that all or even most genes should necessarily adhere to either of these possibilities.

In order to quantitatively describe the combined transcriptional response characteristics of any gene without any presupposition of additive or multiplicative behavior, we defined a continuous parameter, hereby referred to as a gene’s combined response factor or ‘c’ value, that places the gene in an exact location on the spectrum of possible combined response behaviors (Appendix 1; Figure 1A). We could then solve for any gene’s c value (within experimental error) after measuring the individual signal effects and the combined treatment effect. For an upregulated gene, a c value of 0 would indicate perfect addition, a c value of 1 indicates perfect multiplication, a c value less than 0 indicates sub-addition, and a c value greater than one indicates super-multiplication (see Figure 1A for equation). We wondered what the distribution of c values would look like across our master set of upregulated genes, and whether this distribution would tell us anything about genes’ natural inclinations for specific combined response behaviors. For instance, if this distribution had its main peak at c = 0.5, it would imply that genes naturally prefer to integrate two signals in a manner that lies between addition and multiplication. 

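The combined response factors of the 1515 genes covered a wide range around the sum and the product of the single effects. At the high dose the histogram held 3.50% of genes in the bin centered at 0.0625, and 2.44% lay in the bin at 1.06. At the medium dose these bins held 2.64% and 2.38%, and at the low dose 2.51% and 1.25%. Genes near 0 at the high dose included SELE, with a c of 0.042 ± 1.39 (SD over 3 replicates), SERPINA5, at 0.0176 ± 0.0982, and TGFBI, at 0.0385 ± 0.0757, and genes near 1 included NUAK1, a stress kinase, at 1.02 ± 0.441, and KLF7, a zinc finger factor, at 1.07 ± 1.30. For SELE and KLF7 the SD exceeded the distance between the sum and the product, so their place is not settled. The median c was 1.46, 0.993 and 0.617 from the low to the high dose, and genes simulated as additive had medians of -0.148, -0.0843 and -0.0777 and genes simulated as multiplicative 0.646, 0.770 and 0.771. Between single replicates, c of the same genes had rank correlations of 0.158 to 0.323 across genes, and of 0.293 to 0.663 in the 70 genes with the most reliable estimates; genes are not independent replicates. Without replicate 1, the high-dose median was 0.319.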

At all doses of combination treatment, we observed a wide peak centered around c = 0 (additive), with a hint of a secondary peak at c = 1 (multiplicative), suggesting that the integration of the effects of two signals is preferentially additive or multiplicative (Figure 1F; Figure 1—figure supplement 4).

In order to more rigorously demonstrate the preferences for these two values of c, we performed a series of simulations and statistical analyses. First, we generated simulated data taking into account measurement noise to estimate what the expected distributions of c would look like if signal integration was wholly additive or multiplicative. For each gene, we made three random draws for expression levels in both signal conditions based on the actual expression measurements and variance of those measurements to mimic our actual data (Figure 1—figure supplement 1C). We then computed what we would have measured c to be based on these simulated measurements. This ‘null’ produced broad peaks centered around c = 0 and c = 1, respectively, and a superposition of these two nulls appeared to match our experimentally measured distribution of c values (Figure 1F). In order to more clearly demonstrate the existence of a secondary peak at c = 1, we subtracted off from the distribution a purely additive null model (as computed above, fit to the observed distribution). 

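Once a simulated additive part was subtracted, the remaining genes were spread broadly around the product, from below the sum to well above the product. Genes near the product at the medium dose were BMF, a promoter of apoptosis, with a c of 1.00 ± 0.446 (SD over 3 replicates), MAP1B, a microtubule protein, at 1.02 ± 0.0784, ALDH1A3, which makes retinoic acid, at 1.03 ± 0.833, and CYP24A1, which degrades vitamin D, at 0.678 ± 0.188. A Gaussian fitted to the residual was centered at 1.28 (SE 0.135), 1.14 (SE 0.121) and 1.02 (SE 0.187) from the low to the high dose. Its width was 2.21, 1.85 and 2.12 in units of c, more than the distance of 1 between the predictions. Without replicate 1, the center at the high dose was 0.522.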

The resultant residual distribution was a broad peak centered roughly around c = 1 (a Gaussian fit to the residual gave a fit centered at c = 1.12 and c = 1.00 at medium and high doses, respectively), consistent with our multiplicative simulated data (Figure 1F; Figure 1—figure supplement 4A). We showed that this residual distribution was not likely to be due to statistical fluctuations by computing a p-value for the possibility of obtaining as big a residual in a sliding window by random chance (Figure 1—figure supplement 4B). Overall, while there is the possibility of further peaks within our data, our data most strongly support the existence of two peaks in the c-value histogram, one corresponding most closely with an additive model, and the other with a multiplicative model.

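More genes lay above the sum than in an additive simulation scaled to the observed height at c = 0, near the product and also beyond it. Of genes near 1 at the medium dose, RND1 reached 60.6 TPM with both signals, with an additive prediction of 23.3 and a multiplicative one of 66.3 (n = 3). The paper matched the heights at c = 0, and here the additive simulation was scaled down for this. It thus holds fewer genes than the set, and the p-values are not for a simulation of all genes as additive. In a bin of 0.25 around c = 1, 66 genes were counted at the medium dose where the scaled simulation gives 16.5 (exact Poisson probability, p = 3.9e-20). At the high dose 71 were counted where it gives 19.7 (exact Poisson probability, p = 4.0e-19). By the same exact Poisson probability, the counts around c = 2 were 43 where 7.58 are given (p = 6.8e-19) and 29 where 9.09 are given (p = 1.2e-07), and around c = 3 they were 31 where 4.43 are given (p = 1.9e-16) and 22 where 5.37 are given (p = 6.1e-08). Below the sum, around c = -0.5, 68 genes were counted at the medium dose where 43.8 are given (exact Poisson probability, p = 4.3e-04) and 53 at the high dose where 54.2 are given (p = 0.584). Around c = -1, 38 genes were counted at the medium dose where 24.5 are given (exact Poisson probability, p = 0.0067) and 39 at the high dose where 29.1 are given (p = 0.0459), and around c = -2, 25 where 9.75 are given (p = 3.2e-05) and 35 where 11.5 are given (p = 2.0e-08). From the match of superposed additive and multiplicative simulations to the histogram, the residual centered near the product and the small p of that residual, the paper proposes an additive and a multiplicative peak, and it leaves open that there are further ones.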

While our superimposed distribution of c values derived from simulated additive and multiplicative combined responses bears a close resemblance to our observed distribution of c values in the neighborhoods of c = 0 (addition) and c = 1 (multiplication), the tails of the observed c value distribution are clearly heavier (Figure 1F). These heavier tails illustrate that biological variation, rather than measurement error, produces a significant amount of sub-additive (c < 0) and super-multiplicative (c > 1) combined transcriptional responses.

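Genes far above the product were more frequent than in simulated multiplicative data, and genes far below the sum were less frequent than in simulated additive data. MMD, with 3 of 3 doses above the product, had a c of 4.31 ± 2.92, 2.49 ± 0.580 and 2.61 ± 0.0666 from the low to the high dose (SD over 3 replicates), and TCIM, a regulator of the Wnt pathway, had 1.78 ± 4.69, 2.58 ± 7.68 and 2.05 ± 12.4. The SD of TCIM exceeded its c at every dose, so its place above the product is not settled. On the other side, CCN5, an inhibitor of smooth muscle growth, had a c of -0.799 ± 0.260, -0.839 ± 0.420 and -1.26 ± 0.461. At the medium dose, 18.5% of genes had a c of 5 or more, where the additive simulation gives 9.00% and the multiplicative one 13.0%. At the low dose the shares were 25.8%, 11.6% and 15.6%, and at the high dose 17.2%, 8.85% and 12.6%. A c of -4 or less was seen in 2.97%, 2.11% and 4.16% of genes from the low to the high dose, where the additive simulation gives 11.6%, 7.87% and 7.96%. These simulations draw from genes that were already chosen; with simulated genes chosen by the same rule at the medium dose, 5.97% (additive) and 5.55% (multiplicative) had a c of -4 or less.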

We next wondered how a gene’s combined response factor (c value) depended on dosage of the input signals. In theory, the c value might remain stable as dosage increases, monotonically increase or decrease as dosage increases, or may appear to be ‘random’ with respect to dose, perhaps due to complex unobserved dose-dependent gene regulatory interactions. To distinguish between these possibilities, we plotted how a set of upregulated genes’ c values changed as they moved from low to medium to high dose of combination treatment with retinoic acid and TGF-β (Figure 1—figure supplement 5B–D). To generate a subset of reliable c value estimates within our master set of genes, we selected genes for which $\frac{\Delta_{A}\Delta_{B}}{x_{baseline}}$ ≥ 2 transcripts per million (TPM) and $\frac{\Delta_{A}\Delta_{B}}{x_{baseline}}$ ≥ $x_{baseline}$ (Figure 1—figure supplement 5C). Since $\frac{\Delta_{A}\Delta_{B}}{x_{baseline}}$ captures the difference between the multiplicative and additive predictions, the estimation of c is more reliable when $\frac{\Delta_{A}\Delta_{B}}{x_{baseline}}$ is large, because when that number is large it is less susceptible to technical variability. 

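Most genes with a reliable c kept it within 0.5 from dose to dose, and more genes lowered it than raised it. STRA6 went from 0.90 ± 0.35 at the low dose to 0.651 ± 0.0988 at the medium and 0.337 ± 0.147 at the high dose (SD over 3 replicates), and DHRS3 from 0.204 ± 0.0965 to 0.0817 ± 0.0791. FBLIM1, which links filamin to integrins, went from 1.08 ± 0.130 to 0.266 ± 0.148, and CDKN2B from 0.422 ± 1.32 to -0.595 ± 0.303. NKAIN1, a partner of the sodium pump, went the other way, from 0.231 ± 0.404 to 0.545 ± 0.197. Of the 70 genes of the subset, 55 had a lower c at the medium than at the low dose (exact sign test across genes, two-sided p = 1.7e-06), and 50 a lower c at the high than at the low dose (p = 4.4e-04), although genes are not independent replicates. From the medium to the high dose, 44 of 70 had a lower c (exact sign test, p = 0.041), with 90.0% within 0.5 of each other. Without replicate 1, 59.2% of the subset had a lower c at the medium than at the low dose, without replicate 2, 50.0% had a lower c at the high than at the medium dose, and without replicate 3, 57.0% did, and none of these passed the test. The call from the medium to the high dose was also lost with DESeq2 calls (59.3%, exact sign test, p = 0.119), an ethanol TPM of at least 1 (62.5%, p = 0.111), ethanol replicate 2 as the sum of its preparations (60.9%, p = 0.103) and at least 5 TPM (63.6%, p = 0.0961). In the whole set, 646 of 1524 genes had the same category at the 3 doses, and of the 504 genes that were ambiguous at no dose, 269 did.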

We found that most genes’ c values were stable or moderately decreased with increasing signal dose, suggesting that the function a gene uses to combine two signals is mostly stable, with a tendency towards ‘saturation’ with increasing dose (i.e. the function itself moves in the direction of sub-additivity when dosage increases).

### Increases in chromatin accessibility are largely additive

Transcriptional regulation is thought to occur largely via the binding of transcription factors, but it remains unknown how the transcription factors associated with the effects of individual signals might interact upon the addition of both signals simultaneously. We performed ATAC-seq on the same populations described earlier, reasoning that the observation that changes in chromatin accessibility have been shown to correlate with changes in aggregate transcription-factor-binding activity (Thurman et al., 2012) meant that we could infer something about transcription factor binding at these sites. Note that the extent to which changes in chromatin accessibility quantitatively reflect changes in transcription factor occupancy is currently unknown, and may depend on the mechanism by which binding of transcription factors leads to opening of chromatin, such as displacement of nucleosomes by pioneer factors, recruitment of secondary transcription factors, or recruitment of chromatin remodeling complexes (Zaret and Carroll, 2011; Klemm et al., 2019). Reassuringly, our initial motif enrichment analysis revealed that retinoic acid receptor alpha (RARA) and three TGF-β pathway transcription factor motifs (SMAD3, SMAD4, and SMAD9) were highly enriched in their respective individual signal treatment conditions (Figure 4—figure supplement 1B). 

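Windows with a retinoic acid receptor element were more frequent among the accessible windows after retinoic acid, and windows with SMAD sites after TGF-β. The receptor element counted was a direct repeat with a spacer of 5 bases (DR5), and its share of the strongest summits was 0.0732% ± 0.0027 in ethanol and 0.0883% ± 0.0079 with retinoic acid (SD, n = 9 libraries each, the doses or the densities pooled as in the paper), a change of 20.5%. Every library with retinoic acid had a higher share than every ethanol library (exact permutation test, two-sided, adjusted p = 8.6e-05 over all motifs and treatments, the smallest that 9 libraries against 9 allow here). The palindromic site of SMAD3 and SMAD4 went from 0.1265% ± 0.0047 to 0.181% ± 0.0046 with TGF-β, a change of 43.1%, and the CAGA box of TGF-β response elements from 0.707% ± 0.012 to 0.763% ± 0.015, a change of 8.01%, with the same p. With both signals the DR5 element was at 0.0861% ± 0.0047 and the SMAD palindrome at 0.189% ± 0.0079. Direct repeats with a spacer of 2 or of 1 changed by 8.21% (exact permutation test, adjusted p = 0.0865) and by -3.53% (adjusted p = 0.268) with retinoic acid. The former passed with permutation within replicates (exact, adjusted p = 0.0477) and without replicate 3 (12.0%, adjusted p = 0.0097), and the latter in 300 bp windows (-6.00%, adjusted p = 0.0033). The share counts windows that hold a site, not reads, since the lists give no read counts.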

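Each receptor's elements were also counted under the other signal. Windows with the DR5 element of the retinoic acid receptor made up 0.0746% ± 0.0056 of the strongest summits with TGF-β (SD, n = 9 libraries), a change of 1.94% from ethanol, with 1 of 9 libraries above every ethanol library (exact permutation test, two-sided, adjusted p = 0.614). The SMAD palindrome was at 0.122% ± 0.0038 with retinoic acid, a change of -3.30% (exact permutation test, adjusted p = 0.0733; in 300 bp windows -2.81%, adjusted p = 0.0162), and the CAGA box at 0.674% ± 0.0115, a change of -4.66%, with every library below every ethanol library, which gives the smallest adjusted p of the exact permutation test here. In RNA, the genes of SMAD targets and of the pathway's components included ones that moved with retinoic acid at the medium dose. Of 31 TGF-β and SMAD targets, 7 rose and 3 fell, with BAMBI, a decoy receptor, at 1.32 (SE 0.09) and ID3, a target of BMP signaling, at 0.67 (SE 0.09). The median was -0.03 although camera's direction was up (adjusted p = 0.0078, and adjusted p = 0.176 with an estimated correlation). Of the 30 pathway components 3 rose, and here too the median of -0.04 and camera's direction differed in sign (adjusted p = 0.0662).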

Note that our motif analysis also indicated some degree of activation of RARA by TGF-β and some degree of activation of SMAD3 and SMAD9 by retinoic acid, which led to even higher enrichment levels of these factors in the combined treatment condition (Figure 4—figure supplement 1A). We did not, however, observe cross-activation of pSMAD2 by retinoic acid in immunofluorescence experiments (Figure 1—figure supplement 2).

We then wondered how well simple additive and multiplicative phenomenological predictions corresponded to the increase in chromatin accessibility at upregulated peaks in the combined treatment. We found that an additive model was generally highly predictive and matched the observed increases in ATAC-seq fragment counts more accurately than the multiplicative model; the multiplicative model generally predicted larger changes in accessibility than we experimentally observed (Figure 2—figure supplement 1). To quantify the degree to which the additive prediction was accurate, we defined a new metric, the fold-change difference in accessibility from an additive model prediction, hereby referred to as a peak’s ‘d’ value, to create a distribution that illustrates the extent to which the size of a peak in the combination treatment condition deviated from additive model predictions (Figure 2A–B). We found that at upregulated peaks, our observed distribution of d values was centered at zero, highlighting how addition appears to be the ‘default’ operation at upregulated peaks (Figure 2C). This default additive behavior may correspond to a mechanistic model in which each signal stimulates an independent set of chromatin-opening transcription factors that independently and rarely bind DNA (Figure 2E).

**Figure 2.**
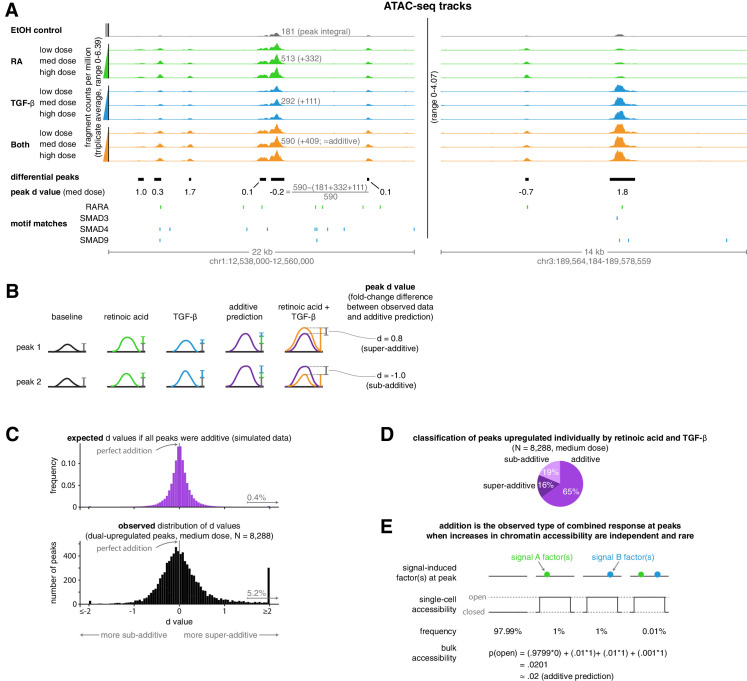
Addition is the default operation at upregulated differential peaks. (**A**) Example tracks of ATAC-seq data. Tracks illustrate the ATAC-seq fragment counts per million, with each value representing the average number of fragment ends per million within 75 bp of a given genomic coordinate. Annotated peak values represent the peak integral (the total number of normalized fragment counts measured within the peak), which we use to calculate the peak’s d value. (**B**) Schematic illustrating examples of two peak’s d values, where each d value represents the fold-change difference between the measured number of ATAC-seq counts in the combination treatment and the predicted number of ATAC-seq fragment counts when using an additive model. (**C**) Expected vs. observed distributions of the fold-change difference from an additive prediction for each peak. We generated the expected distribution by simulating 10 new observations for each peak from the distributions we estimated our original upregulated peaks to have come from, setting the mean of the combined treatment to a perfectly additive prediction (Materials and methods). (**D**) Classification of ATAC-seq peaks that were upregulated individually by retinoic acid and TGF-β. We considered a given peak to be additive when the additive model prediction lied within the 80% confidence interval of our estimated distribution of the given peak’s normalized fragment counts in the combined treatment condition. (**E**) Schematic illustrating how combined binding responses may be additive when transcription factor binding is independent and rare.

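At the left region of Figure 2A, on chromosome 1 next to DHRS3, the summits were stronger with retinoic acid and with both signals than in ethanol. The strongest window, from 12548401 to 12550635, had a mean fold enrichment over the library's background of 23.4 ± 4.52 in ethanol, 64.1 ± 3.37 with retinoic acid, 43.4 ± 2.11 with TGF-β and 76.4 ± 10.6 with both at the medium dose (SD, n = 3 each). The window from 12543290 to 12543958 had a summit in 1 of 3 ethanol libraries and in all 3 of each treatment, with 9.74 ± 2.50 for retinoic acid, 7.79 ± 2.16 for TGF-β and 18.8 ± 2.76 for both. The window from 12541567 to 12541835 went from 5.83 ± 1.29 in ethanol to 21.8 ± 3.58 with retinoic acid, 9.62 ± 0.706 with TGF-β and 24.9 ± 3.39 with both. At the high dose these 3 windows had 69.6 ± 10.7, 14.6 ± 0.602 and 23.5 ± 5.01 with retinoic acid and 74.2 ± 9.94, 14.8 ± 2.57 and 20.4 ± 2.31 with both, and the window from 12539895 to 12540556 had 7.72 ± 1.66 and 4.90 ± 0.519. At the right region, on chromosome 3 next to TP63, which encodes a factor of basal epithelium, the window from 189572361 to 189573283 was at 8.30 ± 1.73 in ethanol, 7.25 ± 0.973 with retinoic acid, 34.9 ± 5.92 with TGF-β and 48.2 ± 5.43 with both. The neighboring window from 189568077 to 189568284 was absent from ethanol and found in 3 of 3 libraries with retinoic acid, at 10.3 ± 1.82, and with both signals, at 9.55 ± 2.25, but in 1 of 3 with TGF-β. Fold enrichment depends on the background of each library, so these values rank libraries only roughly and were not tested.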

**Figure 2—figure supplement 1.**
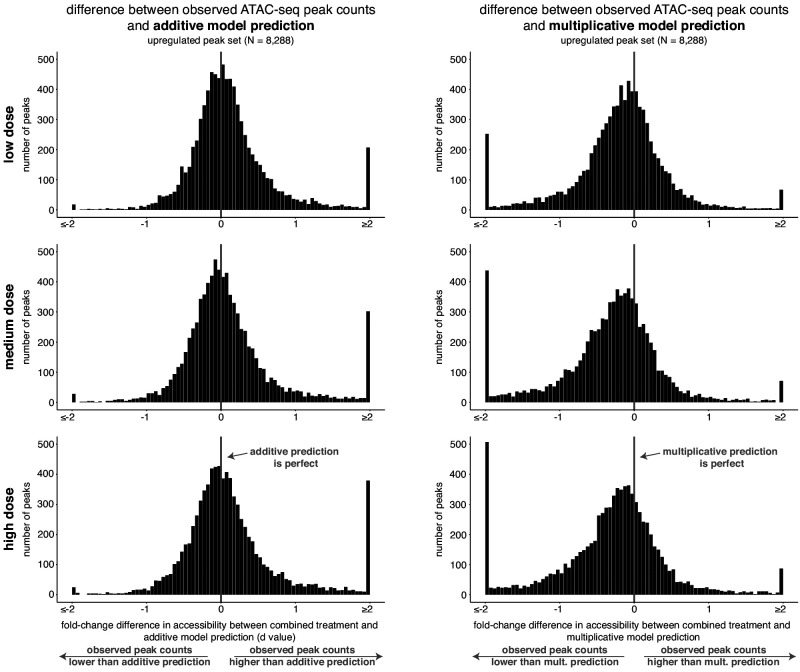
The combined response of peaks upregulated individually by retinoic acid and TGF-β is more consistent with an additive model than a multiplicative model. For each dose, histograms of the difference between the observed normalized fragment counts at each upregulated peak and their respective additive or multiplicative predictions. The observed differences are centered at zero for the main probability mass for the additive model but not for the multiplicative model.

Given the general accuracy of the additive model for upregulated peaks, we wondered to what extent deviations from additive model predictions represented true deviations as opposed to just measurement error. We produced randomly generated simulated data that matched the statistical properties of our actual data, assuming that the combined treatment would result on average in perfectly additive peak sizes (see Materials and methods for details). We found that our observed data are more widely dispersed than the simulations, indicating that a fair number of peaks are significantly sub-additive or super-additive (Figure 2C). We found that 19% of peaks were sub-additive and 16% of peaks were super-additive when we considered additive peaks to be those where a perfectly additive prediction lied within the 80% confidence interval of the measured peak fragment counts (Figure 2D). Thus, most upregulated ATAC-seq peaks displayed additive or near-additive combined responses, but significant fractions of peaks also displayed both sub-additive and super-additive combined responses.

### Super-additive peaks and pairs of individual signal-dominant peaks are more likely to be found near genes with multiplicative transcriptional responses

We next wondered if we could uncover the patterns of *cis*-regulatory element activity that may dictate how a gene’s regulatory behavior would encode the observed integration of the transcriptional effects of two signals. We reasoned that the number of upregulated ATAC-seq peaks near a gene or the manner in which the nearby peaks themselves integrated the two signals’ effects may predict the gene’s combined transcriptional response behavior. For each transcriptionally upregulated gene, we counted the number of sub-additive, additive, and super-additive ATAC-seq peaks within 100 kb of its transcription start site. We found that, on average, genes that were transcriptionally additive had 2.7x more sub-additive ATAC-seq peaks nearby than genes with multiplicative transcriptional responses (medium dose, p=0.0012). Genes with multiplicative and super-multiplicative transcriptional responses had 2.5x or 2.6x, respectively, more super-additive ATAC-seq peaks nearby than genes with additive transcriptional responses (Figure 3A, medium dose, p=0.0016 or p=0.00016, respectively). Genes with multiplicative transcriptional responses also had more additive ATAC-seq peaks nearby than every other combined transcriptional response behavior at each dose we tested, with 1.3x more additive peaks than genes with additive transcriptional responses (Figure 3A, medium dose, p=0.12 compared to additive transcriptional responses, p=0.00089 compared to ambiguous transcriptional responses). 

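Genes that rose with the signals had more newly opened windows nearby than genes that never changed, and the differences of multiplicative and super-multiplicative from additive genes did not pass the test. Genes called up with both signals at the medium dose had 0.673 ± 0.0246 gained windows within 100 kb of the transcription start site (mean ± SEM, n = 2057), and the 10035 genes called in no comparison had 0.348 ± 0.0064 (permutation test, two-sided, p = 1e-05, the smallest that 100000 resamples allow). Genes called down had 0.337 ± 0.0139 (permutation test, p = 0.476). Neighboring genes can share windows and are not independent replicates, so the p-values and SEM across genes may overstate the evidence. With retinoic acid, the genes called up had 0.481 ± 0.0306 and with TGF-β 0.457 ± 0.027. Within the master set, multiplicative genes such as RND1 and STAT4 had 0.882 ± 0.106 gained windows (n = 170) and additive genes such as TGM2 and GPRC5A 0.623 ± 0.0742 (n = 231), a ratio of 1.42 (permutation test, p = 0.0429, adjusted p = 0.823 over the family). Super-multiplicative genes had 0.695 ± 0.0631, sub-additive genes 0.58 ± 0.0726 and ambiguous genes 0.567 ± 0.0385, while the 31 genes between the predictions had 2.06 ± 0.459; differences of these last 3 kinds from additive genes were not tested. Windows gained with both signals only numbered 0.435 ± 0.0687 per multiplicative, 0.383 ± 0.0437 per super-multiplicative and 0.338 ± 0.049 per additive gene (ratios of 1.29 and 1.14, permutation test, p = 0.241 and 0.499). They stand in for super-additive peaks only roughly. A window with summits in 2 of 3 libraries of each single signal can be among them. One with a summit in ethanol at normal density cannot. Windows gained by each signal alone numbered 0.0529 ± 0.0172 per multiplicative and 0.0216 ± 0.0096 per additive gene (permutation test, p = 0.103). At the low and the high dose the ratios of all gained windows of multiplicative to additive genes were 1.02 and 1.25. Windows already open in ethanol were as frequent near multiplicative genes, at 21.8 ± 0.77, as near additive genes, at 20.8 ± 0.68 (permutation test, p = 0.361). With the strongest 50% of each list in place of it, the medium-dose ratios were 1.90 for all gained windows and 2.67 and 2.01 for those gained with both signals only, and these passed the test.

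**Figure D5:**
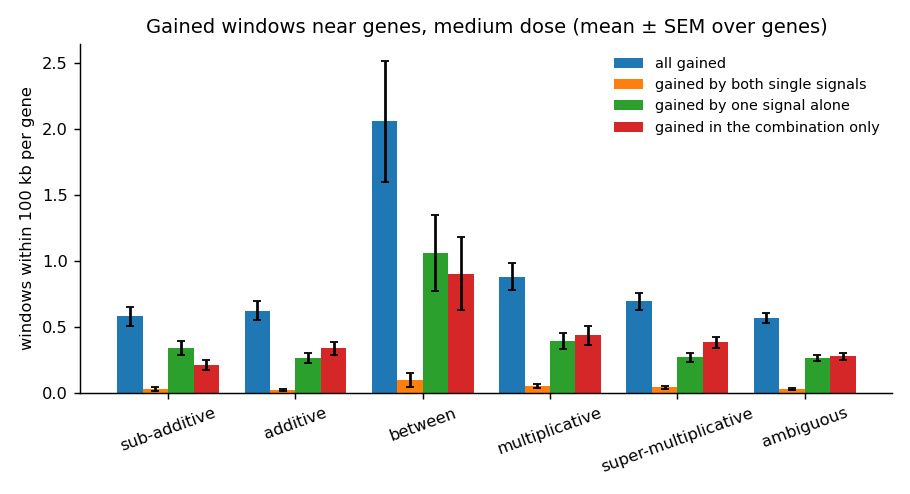
Gained windows within 100 kb of the transcription start site per gene at the medium dose, by response category and by the treatments that gained the window; bars are means over genes and lines the SEM. The 31 genes between the predictions have the highest mean, 2.06, and multiplicative genes have 0.882.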

The most prominent effect in this analysis was the observation that super-additive peaks are more likely to be near genes with multiplicative and super-multiplicative transcriptional responses, suggesting that cooperative interactions between transcription factors at neighboring enhancers may increase the expression of a gene when both signals are added together, that is, the gene’s combined response factor.

**Figure 3.**
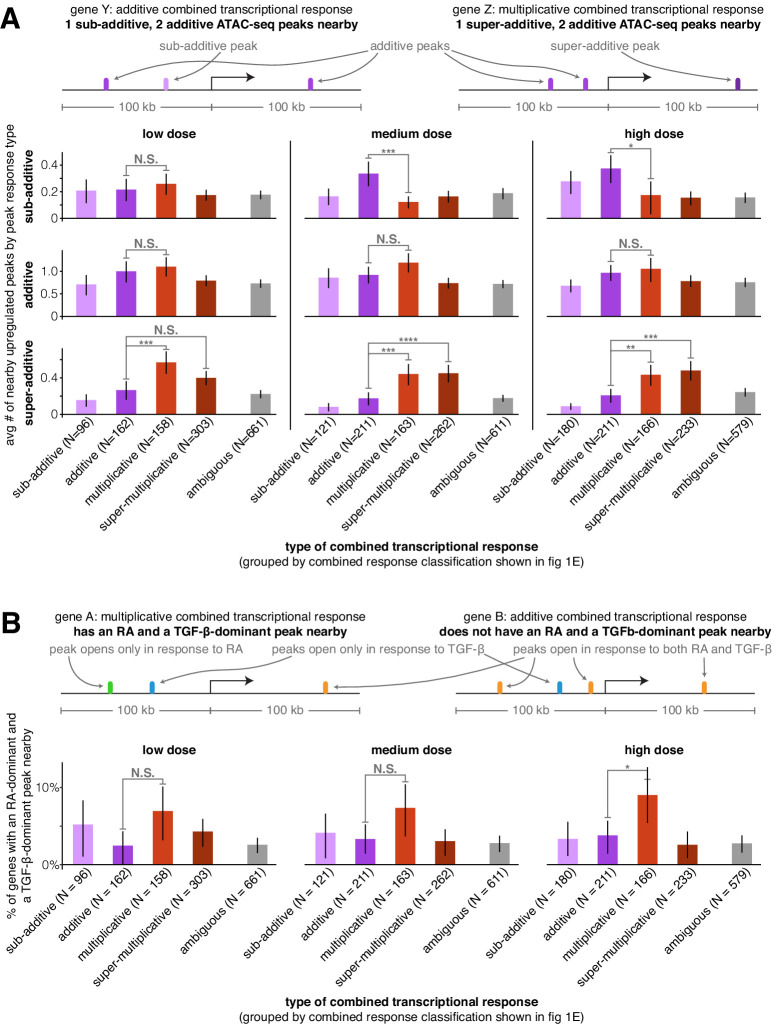
Super-additive ATAC-seq peaks are enriched near genes with multiplicative and super-multiplicative combined transcriptional responses. (**A**) For each type of combined gene expression response, we show the average number of upregulated sub-additive, additive, and super-additive ATAC-seq peaks within 100 kb of the gene’s transcription start site. (**B**) For each combined transcriptional response behavior, we show the percentage of genes that have at least one peak that responds exclusively to retinoic acid and at least one peak that responds exclusively to TGF-β (where both peaks must lie within 100 kb of the gene’s transcription start site). For an upregulated peak to be considered a mutually exclusive response, the change in ATAC-seq fragment counts in the individual treatment condition must be at least 9x larger in the major signal effect than the minor signal effect. *p<0.05; **p<0.01; ***p<0.002; ****p<0.0002. All p values were calculated using Student's t-test. All error bars represent the 90% confidence interval estimated using 10,000 empirical bootstrap samples of the peak sets used in each analysis.

When both signals affect accessibility at the same region of DNA, interactions between each signal’s induced transcription factors and associated complexes can make it difficult to discriminate between mechanistic models of how transcription factors interact to regulate transcription. However, if the transcription factors affected by retinoic acid or TGF-β bind to distinct regions of DNA around the same gene, then there are likely no interactions between induced transcription factors and one can in principle discriminate between a simple thermodynamic model (prediction: multiplicative transcriptional effects) and an independent recruitment model (prediction: additive transcriptional effects). To increase the likelihood of selecting retinoic acid and TGF-β-exclusive transcription-factor-binding events, we searched near genes for upregulated peaks that responded exclusively to either retinoic acid or TGF-β. (We defined ‘exclusive’ here to mean that the peak size increase for a single signal was ≥90% that of the sum of the absolute peak size changes from both individual signals. Note that to generate a sufficiently large sample, we had to allow the selected genes to have non-exclusive peaks nearby as well because only 8.0% of gene-adjacent differential peaks met this exclusivity criteria for retinoic acid and only 3.4% met this criteria for TGF-β.) We then considered how likely genes with different combined transcriptional response behaviors were to have at least one retinoic acid-dominant and one TGF-β-dominant peak nearby (<100 kb to the transcription start site). 

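Few genes had both a window gained with retinoic acid only and a window gained with TGF-β only within 100 kb of their start. A window counts here as one signal's own when it was gained with that signal and no library of the other at that dose had a summit in it, which gave 1615 windows for retinoic acid and 1943 for TGF-β at the medium dose, 939 and 1218 at the low dose and 2313 and 1617 at the high dose. At the medium dose, 10 of 170 multiplicative genes had such a pair (5.88%) and 8 of 231 additive genes (3.46%; Fisher's exact test, p = 0.329, adjusted p = 0.791 over the doses and categories). Super-multiplicative genes had a pair in 3.01% of cases, sub-additive genes in 2.90% and ambiguous genes in 1.74%. At the low dose the share was 1.91% for multiplicative, 1.83% for additive and 2.25% for super-multiplicative genes, and at the high dose it was 4.14% (7 of 169), 5.83% (13 of 223) and 5.31%. At the high dose 12 of 674 ambiguous genes had a pair, fewer than additive genes (Fisher's exact test, adjusted p = 0.042). The counts of genes with a pair are small, and no difference between multiplicative and additive genes passed the test at any dose.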

We found that at each dose, genes with multiplicative transcriptional responses were the most likely to have at least one retinoic-acid-dominant and one TGF-β-dominant upregulated peak nearby (Figure 3B; 2.4x increase compared to genes with additive transcriptional responses at high dose, p=0.044), suggesting that the effects of independently upregulated peaks are most likely to act together to multiplicatively regulate transcription, which is more consistent with the predictions of the thermodynamic model.

### Motif analysis reveals that sub-additive peaks have a depletion of AP-1 and an enrichment of CTCF motifs while super-additive peaks have an enrichment of SMAD motifs

We next wondered if the activity of particular transcription factors was associated with combined increases in chromatin accessibility that were either sub-additive, additive, or super-additive. To approach this question, we first identified a set of the 50 transcription factors with the largest predicted changes in activity in our full set of differential peaks using the chromVAR package and its associated curated cisBP database of transcription factor motifs (Schep et al., 2017). These factors included the canonical retinoic acid and TGF-β effectors RARA, SMAD3, SMAD4, and SMAD9, as well as forkhead box factors and ETS family factors (enriched in the retinoic acid condition), AP-1 factors (enriched in the TGF-β condition), and HOX and NF-κβ factors (enriched in both the retinoic acid and TGF-β conditions). 

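AP-1 sites became more frequent among accessible windows with TGF-β, ETS, forkhead and GATA sites with retinoic acid, and sites of posterior HOX and CDX factors with each signal. AP-1 sites, bound by JUN and FOS dimers, lay in 7.15% ± 0.173 of the strongest summits in ethanol, in 8.86% ± 0.343 with TGF-β and in 6.59% ± 0.149 with retinoic acid (SD, n = 9 libraries each), changes of 23.8% and -7.94% (exact permutation test, two-sided, with all 9 TGF-β libraries above all ethanol libraries, and adjusted p = 1.5e-04 for retinoic acid). The extended site of BACH and NFE2 factors changed by 18.4% with TGF-β and by -8.24% with retinoic acid. ETS sites went from 3.43% ± 0.0498 to 3.97% ± 0.181 with retinoic acid, a change of 15.6%, and forkhead sites, the targets of FOXA1, changed by 5.31%. With TGF-β they changed by -1.33% (exact permutation test, adjusted p = 0.0473) and -2.69% (adjusted p = 0.0082). The ETS call with TGF-β was lost with full lists, in 300 bp windows and against only the 3 ethanol libraries at normal density (exact permutation test, adjusted p = 0.132, 0.0612 and 0.13), and without each replicate (changes of -1.53% to -0.936%, adjusted p = 0.0742 to 0.268), and the forkhead call against those 3 ethanol libraries (-2.63%, adjusted p = 0.0623) and without replicate 2 (-2.39%, adjusted p = 0.0981). Posterior HOX and CDX sites changed by 14.6% with retinoic acid and by 5.62% with TGF-β, and in each case all 9 treated libraries lay above all ethanol libraries. NF-κB sites changed by 3.54% with TGF-β (exact permutation test, adjusted p = 4.6e-04) and by -0.568% with retinoic acid (adjusted p = 0.268; in 300 bp windows -1.26%, adjusted p = 0.009). CTCF sites, which mark insulators, changed by 1.94% with retinoic acid (exact permutation test, adjusted p = 9.6e-04) and by 0.276% with TGF-β (adjusted p = 0.585). GATA sites, bound by GATA3 in luminal cells, changed by 10.0% with retinoic acid, with all 9 libraries above all ethanol libraries, and by 0.477% with TGF-β (exact permutation test, adjusted p = 0.614). Sites were found as consensus sequences and not with weight matrices, so a family's members are not told apart.

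**Figure D6:**
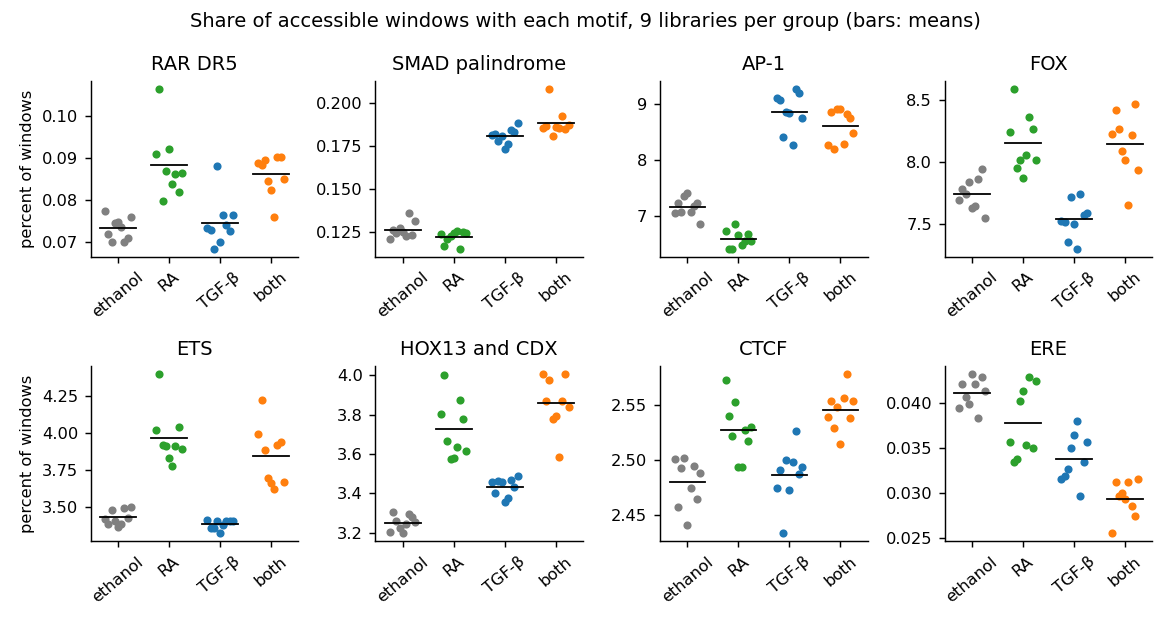
Percent of the strongest 266000 summits of each library whose 150 bp window holds the motif, for ethanol and each treatment; points are 9 libraries per group and bars the means. AP-1 sites are at 8.86% with TGF-β and ETS sites at 3.97% with retinoic acid.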

We manually added the CTCF motif to this set of enriched motifs to see if putative insulators behaved differently than other *cis*-regulatory elements. For each of these transcription factors, we calculated a motif enrichment score in each condition (based on the bias-uncorrected deviation score from chromVAR) that represents the percentage change in ATAC-seq fragment counts in all peaks that contain the given transcription factor’s motif (Figure 4A). For example, the motif enrichment score of 0.19 for RARA in the retinoic acid condition means that peaks containing RARA motifs saw an average increase of 19% in ATAC-seq fragment counts after retinoic acid treatment (note that to decrease the variability of motif enrichment score estimates, we pooled together the low, medium, and high doses for each condition). Retinoic acid and TGF-β treatment thus led to activation of both distinct and shared transcription factor families, with combination treatment showing similar activation of distinct factors and higher activation of shared factors (Figure 4A).

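With both signals, AP-1, SMAD, ETS, forkhead, NF-κB and posterior HOX sites were all more frequent among accessible windows than in ethanol. AP-1 sites were in 8.61% ± 0.300 of the strongest summits (SD, n = 9 libraries), a change of 20.3% from ethanol, and ETS sites in 3.85% ± 0.199, a change of 12.1%. Forkhead sites changed by 5.18% (exact permutation test, two-sided, adjusted p = 0.0016) and the SMAD palindrome by 49.2%. NF-κB sites changed by 7.70% and posterior HOX and CDX sites by 18.6%, with all 9 treated libraries above all 9 ethanol libraries. No difference of a site between both signals and a single one was tested. CTCF sites changed by 2.68% in the lists of equal length, and by -0.401% when the full lists were used. From the families enriched in each condition, the paper concludes that the signals activated distinct as well as shared families, the shared ones more strongly when combined.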

**Figure 4.**
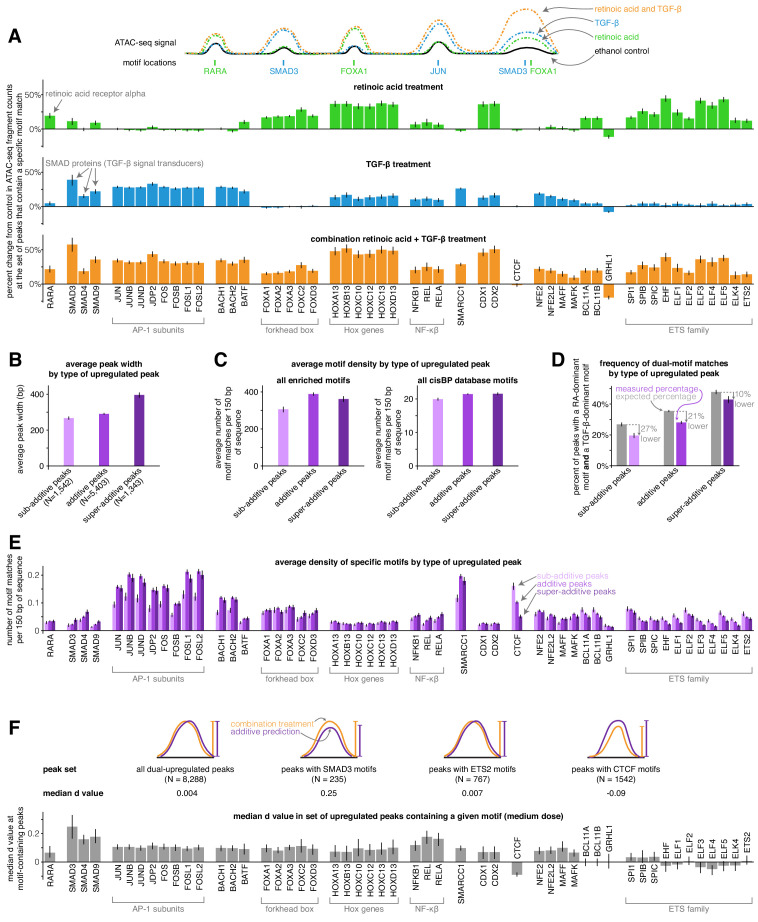
Sub-additive peaks are depleted for AP-1 motifs, enriched for CTCF motifs, while super-additive peaks are enriched for SMAD motifs. (**A**) Motif enrichment analysis in each condition for the top 50 most variable transcription factor motifs identified by chromVAR. (CTCF was manually added to this set, making the total 51). Y-axis represents the percentage change in ATAC-seq signal at motif-containing peaks compared to ethanol control samples. For each condition, we pooled together the replicates for each of the three dosages, resulting in nine replicates each for retinoic acid, TGF-β, and combination treatment. (**B**) Average peak width of peaks upregulated individually by retinoic acid and TGF-β by type of combined response. (**C**) Average motif density in each type of peak upregulated individually by retinoic acid and TGF-β, using the enriched motif set and the full cisBP database. (**D**) Expected vs. measured percentage of dual-motif matches (one retinoic-acid-dominant motif and one TGF-β dominant motif) for each type of upregulated peak. We calculated the expected percentage by randomly shuffling motif matches within each peak set (see methods for details). Error bars represent the 5th and 95th percentile of the null distribution for expected percentages and the 90% bootstrapped confidence interval for measured percentages. (**E**) Motif density by type of upregulated peak for each motif in our enriched set. (**F**) For a given enriched motif, the median d value at medium dose for all upregulated peaks that contain the motif (higher d values indicate more super-additivity in peaks containing a given motif; the median d value for all upregulated peaks was 0.004). All error bars (except for the error bars for expected percentages in D) represent the 90% confidence interval estimated using 1000 empirical bootstrap samples of the peak sets used in each analysis.

**Figure 4—figure supplement 1.**
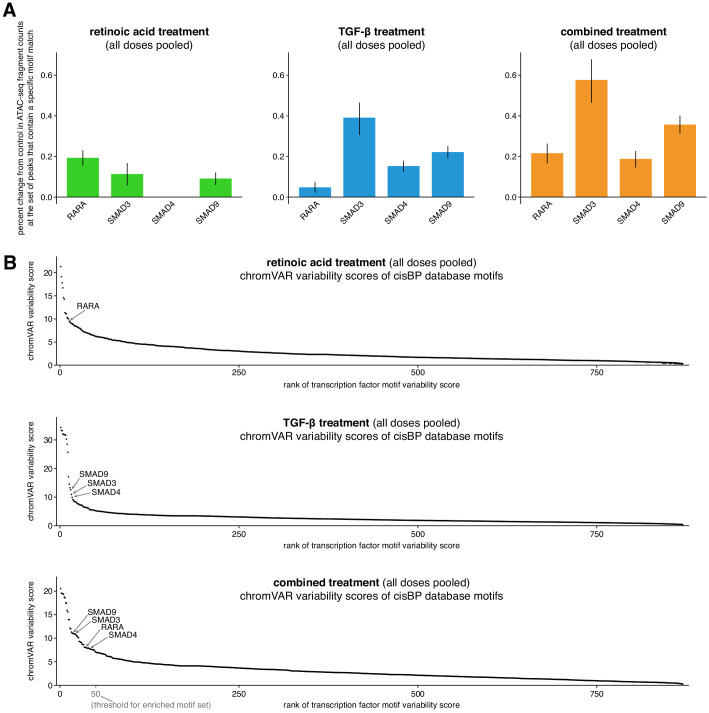
Canonical retinoic acid and TGF-β signaling motifs (RARA, SMAD3, SMAD4, SMAD9) are enriched in their respective signal treatment conditions. (**A**) Motif enrichment scores for canonical retinoic acid and TGF-β effectors. The score reflects the average percent change in ATAC-seq fragment counts compared to ethanol control when a peak contains the given motif. (**B**) chromVAR variability scores (Schep et al., 2017) for all 870 motifs in the curated cisBP motif database for each experimental condition (Weirauch et al., 2014). RARA had the 13th highest variability in the retinoic acid condition and SMAD3, SMAD4, and SMAD9 had 17th, 16th, and 14th highest chromVAR variability scores, respectively, in the TGF-β condition. For both panels A and B, we included all nine ethanol controls (including low and high cell density controls) and all nine replicates of each experimental condition (pooling together low, medium, and high doses) when calculating these scores.

We then tested if any of the transcription factor motifs we identified were more enriched in sub-additive or super-additive peaks compared to additive peaks. Because sub-additive peaks were on average 8% narrower and super-additive peaks were on average 36% wider than additive peaks (Figure 4B), we compared the number of motif matches found per 150 bp of each peak type. When compared to additive peaks, sub-additive peaks showed 21% fewer total motif matches per 150 bp in our set of enriched motifs (p=6.6e^−14^) and 7% fewer total motif matches per 150 bp when using the entire cisBP database (p=1.5e^−8^), suggesting that sub-additive peaks are slightly depleted for motifs overall while being even more depleted for the motifs in our enriched set (Figure 4C). Sub-additive peaks were especially depleted for SMARCC1 motifs (0.6x the motif density of additive peaks, p=1.2e^−15^) as well as AP-1 subunit motifs such as JUN (0.6x density, p=3.4e^−13^) and FOS (0.6x density, p=6.2e^−13^; Figure 4E). Sub-additive peaks did, however, show a strong enrichment of CTCF motifs, with 1.6x and 3.2x more motif matches per 150 bp than in additive and super-additive peaks, respectively (p=2.9e^−11^ and p<2.2e^−16^, respectively; Figure 4E), suggesting that insulator proteins like CTCF may attenuate the combined activity of signal-induced transcription factors or the chromatin remodeling complexes they may recruit.

Super-additive peaks generally had the same motif densities as additive peaks, with the exception of an increase in the density of SMAD motifs (1.8x, 1.4x, and 1.5x increase of SMAD3, SMAD4, and SMAD9 motif density compared to additive peaks; p=4.4e^-4^, p=8.5e^−5^, p=1.5e^−5^) and a depletion of several ETS family factors (0.6x the motif density of additive peaks for ELF1, p=0.048; Figure 4E). The higher frequency of SMAD motifs in super-additive peaks suggests that SMAD transcription factors may interact with retinoic-acid-induced chromatin remodeling factors or retinoic-acid-induced transcription factors.

We next wondered how strong of an effect each motif had on its ‘host’ peak’s tendency to have a super- or sub-additive combined response. To estimate this effect, we took each motif, found all peaks that contained that motif that were upregulated by both TGF-β and retinoic acid individually, and computed the deviation from the additive prediction (d value) (Figure 4F). Here, we found that the presence of SMAD or NF-κβ motifs resulted in the largest increases in a peak’s tendency to be super-additive, possibly suggesting that SMAD proteins have one of the most potent interactions with a retinoic-acid-induced transcription factor or chromatin remodeling complex in our system. Note that since we observed that both retinoic acid and TGF-β led to increases in NF-κβ factor activity (Figure 4A), the increase in d value associated with NF-κβ motifs’ could reflect synergistic activation of NF-κβ factors rather than cooperative interactions between NF-κβ factors and other induced transcription or chromatin remodeling factors.

We hypothesized that cooperative interactions between transcription factors may lead to super-additive increases in chromatin accessibility. To evaluate if our data supported this hypothesis, we tested if super-additive peaks were more likely to have both a retinoic-acid-enriched motif and a TGF-β-enriched motif. We defined retinoic acid-enriched factors to be retinoic acid receptor, FOX, and ETS-family factors, and we defined TGF-β-enriched motifs to be SMAD, AP-1, BACH, BATF, SMARCC1, NFE2, NFE2L2, MAFF, and MAFK factors. We found that all categories of peaks (including super-additive) were less likely to have dual-motifs than expected based on a null distribution we generated by randomly shuffling motif matches across peaks (Figure 4D, p<0.001 for sub-additive, additive, and super-additive peaks, see Materials and methods for null distribution details. The higher expected rates of dual motif matches may be explained by the fact that binding sites for the same transcription factor are often found in clusters Gotea et al., 2010; the motif shuffling process disperses these binding sites more evenly). Super-additive peaks were closer to their higher expected rate than sub-additive and additive peaks (with super-additive, additive, and sub-additive peaks having dual-motif match rates that were 10%, 21%, and 27% lower than expected, respectively). While the effect is modest, the relatively higher rate of dual-motif matches in super-additive peaks provides some support for the idea that peak super-additivity may result from cooperative interactions between retinoic acid and TGF-β transcriptional effectors.

## Discussion

Here, we have asked how cells respond transcriptionally to combinations of signals. In principle, the transcriptional response to such combinations could range over a spectrum of different possibilities, and the mechanistically motivated ‘additive’ and ‘multiplicative’ modes need not be favored. We were thus surprised to see that combined responses did seem to favor the simple additive and multiplicative phenomenological models.

Additive and multiplicative outcomes need not in principle be favored in any way. Mechanistic models of transcriptional regulation, in particular kinetic models, can yield a range of phenomenological predictions, spanning these two possibilities and more (Scholes et al., 2017). The primary reason behind the popularity of the independent recruitment model (which predicts additive behavior) and the thermodynamic model (which predicts multiplicative behavior) is their simplicity, hence our surprise. It is of course important to realize that just because the predictions of a particular mechanistic model match these experimental outcomes does not mean that there are not other models that may also match our experimental findings. Indeed, these simple models, which inherently posit that regulation acts via a single rate-limiting step, are incompatible with recent results demonstrating that regulation can act via multiple steps, and also typically have not been applied to complex regulatory mechanisms that involve long-range promoter-enhancer contacts (Bartman et al., 2019; Blau et al., 1996; Fuda et al., 2009; Nechaev and Adelman, 2011; Stampfel et al., 2015). Further combined theoretical and experimental work would be required to determine the experimental signatures beyond simple additivity or multiplicativity that could distinguish such models from each other.

Although they were the minority of cases, we did observe a large number of sub-additive and super-multiplicative combined responses. Super-multiplicative combined responses may reflect cooperative interactions between retinoic acid and TGF-β-induced factors, in which binding of a retinoic acid factor to DNA strengthens the binding of a TGF-β factor to nearby DNA or vice versa. This type of interaction is consistent with our finding that super-multiplicative gene expression responses are associated with nearby super-additive ATAC-seq peaks (on the assumption that super-additivity of ATAC-seq peaks reflects cooperative binding of transcription factors to DNA) (Figure 3A). However, given that ATAC-seq peaks likely have additional routes to super-additive increases in accessibility (perhaps involving chromatin remodeling factors affected by our signals), further work would be needed to demonstrate that super-multiplicative transcriptional responses are indeed a result of direct binding interactions at enhancers. Sub-additive transcriptional responses have been proposed to reflect saturation of cis-regulatory elements (Bothma et al., 2015; Scholes et al., 2019). Saturated cis-regulatory elements would in principle show up as sub-additive ATAC-seq peaks in our analysis, but we did not observe an increase in sub-additive peaks near genes with sub-additive combined responses (with the exception of a small increase at high dose; Figure 3A). This lack of association suggests that saturation of DNA binding sites may not be sufficient to explain sub-additive combined transcriptional responses; instead, the sub-additive behavior may be a property specifically encoded through the interactions between regulatory factors. It could also be that chromatin accessibility does not quantitatively reflect saturating transcription factor binding.

Our combined transcriptional responses were measured using bulk RNA-sequencing, which averages the transcriptional effects of retinoic acid and TGF-β across millions of cells. Heterogeneity in the response of individual cells could mean that what we observed, for instance, as a multiplicative transcriptional response at the population level is actually a mixture of sub and super-multiplicative transcriptional responses at the single-cell level. Future studies might combine microfluidic delivery of cell signals with live imaging of transcription to measure the response to both individual and combined signal treatments in the same single cells, thereby revealing the extent to which the combined response factor for a given gene displays cell-to-cell heterogeneity (Zhang et al., 2019). High amounts of heterogeneity could suggest a need for even greater flexibility in biophysical models of combined transcriptional responses.

In our dataset, the combined response factor remained largely constant over a range of doses. This constancy suggests that whatever the functional interaction is between the factors responsible for the particular mode of combined response, that interaction is quantitatively maintained through doses (with some evidence for saturation at high dose). Such behavior may constrain potential models for interactions, because in principle the interactions could be highly dose dependent. Another open question is whether the mode of combined response for a particular gene depends on the particular signals applied or contextual factors that may vary between cell lines. Further studies may reveal these dependencies.

Another interesting feature of our data was the general lack of strong correspondence between changes in chromatin accessibility and changes in transcriptional output. While we were able to identify some trends, we could not find any strict rules for e.g. what transcription factors associated with what types of combined responses. We found this lack of correspondence surprising, given that transcription factors are the dominant form of transcriptional regulation. There are many potential explanations for this observation. One is that the degree of chromatin accessibility is not as correlated with aggregate transcription factor occupancy levels as we expected. For instance, it may be that accessibility may only change for some types of transcription factor-DNA interactions and not others. Another possibility is that our analysis does not take into account precisely which peaks near a given gene correspond to regulatory elements and which ones do not. This mapping remains largely unknown, although information about what pieces of chromatin spatially contact which other ones may help narrow down the choices (Fulco et al., 2019; Jin et al., 2013; Rao et al., 2014; Ruf et al., 2011). Finally, it is also simply possible that the rules governing transcriptional output are highly complex and thus not straightforward to discern from the analyses we performed. In particular, it could be that the genome sequence itself is simply too limited to provide enough sampling of the possible configuration space of transcription-factor-binding motifs to extract rules. The use of massively parallel reporter assays (Kwasnieski et al., 2014; Patwardhan et al., 2012) or similar synthetic approaches (Bogard et al., 2019; Rosenberg et al., 2015) may help reveal such rules.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (*Homo sapiens*)	MCF-7 (breast carcinoma)	ATCC	ATCC HTB-22, (lot 64125078), RRID:CVCL_0031	
Peptide, recombinant protein	TGF-β	Sigma	Cat# T7039	
Chemical compound, drug	All trans retinoic acid	Sigma	Cat # R2625	
Other	Charcoal- stripped FBS	Gemini	Cat # 100–119	
Commercial assay or kit	miRNeasy RNA extraction kit	Qiagen	Cat # 217004	
Commercial assay or kit	NEBNext Poly(A) mRNA Magnetic Isolation Module	New England Biolabs	Cat # E7490	
Commercial assay or kit	NEBNext Ultra II RNA Library Prep Kit for Illumina	New England Biolabs	Cat # E7770	
Sequence-based reagent	NEBNext Multiplex Oligos for Illumina	New England Biolabs	Cat # E7600	
Commercial assay or kit	Tagment DNA Enzyme and Buffer	Illumina	Cat # 20034197	
Sequence-based reagent	ATAC-seq indices (custom oligos)	Integrated DNA Technologies		See (Buenrostro et al., 2013) for custom index sequences
Antibody	Anti-RARA (Rabbit polyclonal)	Sigma	Cat # HPA058282, RRID:AB_2683666	1:200 dilution
Antibody	Anti- pSMAD2 (Rabbit monoclonal)	Cell Signaling Technology	Cat # 18338T, RRID:AB_2798798	1:800 dilution
Antibody	Anti-rabbit IgG, Alexa Fluor 647 (Goat polyclonal)	Thermo Fisher Scientific	Cat # A-21244, RRID:AB_2535812	1:1000 dilution

### Cell culture and signal delivery

We acquired one vial of MCF-7 cells from ATCC (lot 64125078), which we expanded in DMEM/F12 with 5% FBS and 1% penicillin/streptomycin. Prior to adding retinoic acid and TGF-β, the cells experienced a total of 13 passages and 1 freeze/thaw cycle. Because normal FBS can have significant amounts of retinoic acid (Napoli, 1986), we cultured the cells in a modified medium containing charcoal-stripped FBS, with each batch consisting of 50 ml charcoal-stripped FBS (Gemini, 100–119), 5 ml penicillin/streptomycin (Invitrogen, 15140–122), and 500 ml DMEM/F12 (Gibco, 10565018). We grew the MCF-7 cells in this charcoal-stripped FBS-containing medium for a total of 70 or 71 days prior to treating them with retinoic acid and TGF-β. Our MCF-7 cells were negative for mycoplasma contamination after all RNA and ATAC sequencing experiments, and we validated our MCF-7 cells' identity using ATCC's human STR profiling cell authentication service.

For our dose-response experiment, we split two ~ 80% confluent 10 cm dishes equally into 12 different 10 cm dishes, and waited 24 hr prior to adding media containing retinoic acid (Sigma, R2625), TGF-β (Sigma, T7039), or both signals. Because the cells grew faster when exposed to retinoic acid and slower when exposed to TGF-β, we included two additional control conditions that had 50% and 150% of the starting cell density to test for potential cell-density effects (these additional conditions covered the range of cell-densities seen at the endpoint of our experiments). We treated cells for 72 hr in three doses of retinoic acid (50 nM, 200 nM, and 400 nM), TGF-β (1.25 ng/ml, 5 ng/ml, 10 ng/ml), or both signals (50 nM retinoic acid + 1.25 ng/ml TGF-β, 200 nM RA + 5 ng/ml TGF-β, 400 nM RA + 10 ng/ml TGF-β). The medium dose we chose for TGF-β, 5 ng/ml, is used in several studies of MCF-7 cells (Mahdi et al., 2015; Noman et al., 2017; Tian and Schiemann, 2017), and the medium dose we used for retinoic acid, 200 nM, is between the 100 nM dose used in Hua et al., 2009 and the 1 uM dose used in Cunliffe et al., 2003. All conditions had the same 0.0125% concentration of ethanol. At 72 hr, we then trypsinized the cells in each well, removing 50,000 of them for immediate ATAC-seq library preparation and lysing the rest of them in Qiazol (storing immediately at −80°C) for subsequent RNA extraction and bulk RNA-seq library preparation.

### Immunofluorescence experiments and imaging

For immunofluorescence experiments, we seeded eight-well glass chambers (Lab-tek 12-565-470) with hormone-starved MCF-7 cells for 24 hr before treating the cells with the medium dose of TGF-β (5 ng/ml), retinoic acid (200 nM), or vehicle (0.0125% ethanol). Following treatment, we fixed cells for 12 min in 3.7% formaldehyde (Sigma F1635) diluted in 1x PBS. We stored samples at 4C in 1x PBS, then performed the immunofluorescence protocol exactly as described by Cell Signaling Technology, using a dilution of 1:800 for the primary anti-pSMAD2 antibody (Cell Signaling Technology 18338T), 1:200 for the primary anti-RARA antibody (Sigma HPA058282), and 1:1000 for the goat anti-rabbit secondary antibody conjugated with Alexa Fluor 647 (Thermo Fisher Scientific A-21244). In brief, we blocked samples with 5% goat serum for 60 min, incubated with primary antibody overnight at 4C, washed three times with 1X PBS for 10 min each, incubated with secondary antibody at room temperature for 90 min in the dark, then washed the cells another three times in 1X PBS. We stained cellular nuclei with DAPI prior to imaging. We imaged the cells with an inverted Nikon TI-E microscope with a 20x Plan-Apo λ (Nikon MRD00205) objective and with DAPI and Atto647N filter sets. We collected all images at 20x magnification.

### Immunofluorescence image analysis

To quantify the nuclear pSMAD2 and RARA signal in our immunofluorescence experiments, we developed a custom image analysis pipeline in Python that was centered around the usage of Cellpose (Stringer et al., 2020) to detect the nuclear boundaries of each cell. We first used the DAPI channel to manually select three to six high-quality images per condition. High-quality images had minimal stacking of cells, little correlation between DAPI and immunofluorescence signal, and had well-focused nuclei throughout the image. We then used the DAPI channel images as input to Cellpose, with an expected diameter parameter of 32 pixels. Using Cellpose’s identified nuclear boundaries, we then calculated the average intensity inside each nucleus using the corresponding immunofluorescence channel (pSMAD2 or RARA). To correct for differences in background, we then subtracted the average intensity of the annulus surrounding each nucleus in each image, using a disc-shaped structured element, the SciPy binary_dilation function, and the nuclear mask matrix defined by Cellpose to generate the surrounding annulus for each nucleus. We then used this normalized nuclear intensity value for comparing the pSMAD2 and RARA levels between each condition.

### RNA extraction, library preparation, and sequencing

We extracted RNA from previously frozen MCF-7 cell Qiazol lysates using the Qiagen miRNeasy kit (217004). We then used the NEBNext Ultra II RNA Library Prep Kit for Illumina (E7770) with the NEBNext Poly(A) mRNA Magnetic Isolation Module (E7490) and NEBNext Multiplex Oligos for Illumina (E7600) to prepare individual libraries. We then pooled our three replicates’ libraries together and performed paired-end sequencing on an Illumina NextSeq 500, using a 75-cycle NextSeq 500/550 High Output Kit v2.5 (20024906), yielding ~15 million read pairs per sample.

### RNA-sequencing analysis pipeline

We aligned reads to the hg38 assembly using STAR v2.7.1a and counted uniquely mapped reads with HTSeq v0.6.1 and the hg38 GTF file from Ensembl (release 90). We performed differential expression analysis using DESeq2 v1.22.2 (Love et al., 2014) in R 3.5.1, using a minimum absolute-value log-fold-change of 0.5 and a q value of 0.05. For genes with multiple possible transcription start sites, we used the genomic coordinates of the ‘canonical’ transcription start site available in the knownCanonical table from GENCODE v29 in the UCSC Table Browser.

### ATAC library preparation and sequencing

At the endpoint of each cell condition, we immediately performed the Omni-ATAC protocol (Corces et al., 2017) on 50,000 live MCF-7 cells, using Illumina Tagment DNA Enzyme TDE1 (20034197) at the tagmentation step and double-sided bead purification at the endpoint with Agencourt AMPure XP magnetic beads (A63880). The exact protocol we used is available in the protocols folder at https://github.com/emsanford/combined_responses_paper (Sanford, 2020a; copy archived at swh:1:rev:e25f3d9eefd72ac1ab2885d9b0f3ad0c3cf0b3b8). We then performed paired-end sequencing using one 75-cycle NextSeq 500/550 High Output Kit v2.5 (20024906) for each replicate, yielding ~42 million read pairs per sample.

### ATAC-sequencing analysis

We created a paired-end read analysis pipeline using the ENCODE ATAC-seq v1 pipeline specifications. Briefly, we aligned our ATAC-seq reads to the hg38 assembly using bowtie2 v2.3.4.1, filtered out low-quality alignments with samtools v1.1, removed duplicate read pairs with picard 1.96, and generated artificial single-ended text-based alignment files containing inferred Tn5 insertion points with custom Python scripts and bedtools v2.25.0. To call peaks, we used MACS2 2.1.1.20160309 with the command, ‘macs2 callpeak --nomodel --nolambda --keep-dup all --call-summits -B --SPMR --format BED -q 0.05 --shift 75 --extsize 150’. While we created this pipeline for use on the Penn Medicine Academic Computing Services’ high performance cluster, it is also publicly available at github.com/arjunrajlaboratory/atac-seq_pipeline_paired-end (Sanford, 2020b; copy archived at swh:1:rev:c4c819e3ad5828b953fbd2ec05163e590518ae4b). Our pipeline generates a series of post-sequencing quality control metrics, which we have provided in Supplementary file 1.

Since we had three biological replicates per ATAC-seq condition, we used an established ‘majority rule’ to retain only the peak summits that were found in at least two replicates (Yang et al., 2014) (we used a peak size of 150 bp, centered on MACS2 summit locations, to mimic the span of one nucleosome). Using these condition-specific peak files, we then used bedtools to create one ‘master consensus peak file’ by merging each condition’s peak summit file together in a manner that disallowed overlapping peaks. We then used the number of ATAC-seq fragment counts at each peak in this master consensus peak file for differential peak analysis.

We wrote a custom peak analysis algorithm that took advantage of our additional ethanol control conditions to estimate a false discovery rate for differential peak identification. In this algorithm, we first count the number of ATAC-seq reads at each peak in the master consensus peak file. We then normalize the fragment counts at each peak to correct for differences in total sequencing depth. In this normalization step, we divide the number of reads in peaks for a given sample by $\frac{sample's\;total\;number\;of\;reads\;in\;peaks}{average\;number\;of\;reads\;in\;peaks\;across\;all\;samples}$. Then, for each condition, we calculate the average number of normalized read counts at each peak. Following this, we fill in an estimated false discovery rate in each cell of a 50 × 50 grid containing 50 exponentially-spaced steps of minimum fold-change values (ranging from 1.1 to 10) and 50 exponentially-spaced steps of minimum number of normalized fragment counts in the condition with the larger number of counts (ranging from 10 to 237). To calculate the estimated false discovery rate, we counted the number of differential peaks between signal-treated conditions and the normal density ethanol control as well as the number of differential peaks between additional ethanol controls (50% and 150% starting cell density) and the normal density ethanol control. We then used the average number of differential peaks in the additional controls to estimate the number of false positive peaks per experimental condition, then calculated the final estimated false discovery rate (FDR) for a given parameter pair using the following formula:

$$estimated\;FDR\;=\;\frac{\left(number\;of\;conditions\right)\left(estimated\;number\;of\;false\;positive\;peaks\;per\;condition\right)}{total\;number\;of\;differential\;peaks\;in\;experimental\;conditions}$$

After calculating the estimated FDR for each cell of the 50 × 50 grid, we then pooled together the differential peaks contained in any cell containing an FDR less than 0.25%. After pooling together the peaks in each of these cells and counting the number of differential peaks in the signal-treated conditions and additional controls, the combined estimated FDR was 0.65%. We then noticed that our original peak set’s fixed nucleosomal peak size of 150 bp led to many genomic regions containing several adjacent peaks that appeared to form a single, larger peak. Because of this, we merged our peaks together when they were within 250 base pairs of each other, then we performed a second round of the same differential peak calling algorithm on the merged peaks, requiring a minimum fold change of 1.5 and a minimum normalized fragment count value of 30. In this final peak set, there are a total of 34,323 differential peaks, with a pooled estimated false discovery rate of 0.43%.

We performed motif analysis on our set of differential peaks using chromVAR v1.5.0 (Schep et al., 2017), its associated curated cisBP database of transcription factor motifs, and the motifmatchR Bioconductor package. We treated each replicate as one sample for a given condition, and we pooled together the different dosages of the same signal(s) to decrease the variance of the transcription factor motif deviation scores for retinoic acid, TGF-β, and combined treatment. We slightly modified the chromVAR code to extract an internal metric that equals the fractional change in fragment counts at motif-containing peaks for a given motif.

### Statistical model for categorical classification of combined responses

For a given gene in a given experimental condition, we assumed that its transcripts per million (TPM) value for one replicate was drawn from a Gaussian distribution. We estimated the parameters of these Gaussian distributions to create an 80% confidence interval for which to compare additive and multiplicative predictions. For each dosage of the combination treatment, we classified a gene as sub-additive if the additive and multiplicative predictions were higher than the 80% confidence interval, additive if only the additive prediction laid in the confidence interval, multiplicative if only the multiplicative prediction laid in the interval, super-multiplicative if both additive and multiplicative predictions were below the confidence interval, and ambiguous if both the additive and the multiplicative prediction laid within the interval.

To estimate the mean expression value of a gene in an experimental condition (e.g. 200 nM retinoic acid), we simply calculated the average TPM value across the three replicates. To improve our variance estimates, we took advantage of an observation we made during extensive manual review that the coefficient of variation (CV) appeared to be the same between each dosage we tested for retinoic acid, TGF-β, and combined treatment (Figure 1—figure supplement 1E–F). We then assumed that each dosage of a condition shared one CV term, which we calculated by averaging each dose’s CV estimate using the unbiased estimator:

$$CV\left(gene,\;signal,\;dosage\right)\;=\;\left(1\;+\;\frac{1}{4n}\right)\frac{s}{\bar{x}}$$

$$CV\left(gene,\;signal\right)\;=\;\frac{1}{m}\overset{m}{\underset{1}{\sum }}CV\left(gene,\;signal,\;dosage_{m}\right)$$

where n is the number of replicates (three in our case), s is the sample standard deviation, and $\bar{x}$ is the mean of the measured TPM values, and m is the number of doses tested (three in our case). Finally, we used this averaged CV estimate to estimate a variance parameter for the Gaussian distribution we assumed to underlie the TPM values for a given gene and signal. For a given gene, dosage, and signal, our final estimated Gaussian distribution was:

$$TPM\left(gene,\;signal,\;dosage\right)\;∼Gaussian\left(\bar{x_{gene,signal,dosage}}\;,\;{\left(\bar{x_{gene,signal,dosage}}\;\times \;CV\left(gene,\;signal\right)\right)}^{2}\right)$$

Where $\;\bar{x_{gene,signal,dosage}}$ is the measured average TPM value for a given gene exposed to a specific dose of retinoic acid, TGF-β, or combination treatment. The benefit of using our shared CV term across dosages was to move from using the information from three samples to using the information from nine samples when estimating the variances of these distributions.

To classify ATAC-seq peaks as sub-additive, additive, or super-additive, we used the same approach described above for RNA-seq TPM values, but with a given peak’s normalized fragment count value. We then classified peaks as sub-additive or super-additive if the additive prediction was higher than or lower than (respectively) the estimated Gaussian distribution’s 80% confidence interval.

### Statistical model for simulated additive and multiplicative predictions

To simulate new ATAC-seq and RNA-seq measurements, for each gene and condition we randomly sampled three new observations from a folded Gaussian distribution (folded to avoid negative expression or normalized fragment count values) with the parameters we previously estimated for the purpose of categorically classifying combined response behaviors. For the combined treatment, we set the mean of the distribution to be either a perfectly additive or perfectly multiplicative prediction. We then calculated the average of the three new simulated observations and used these average values to determine a gene’s c value at a given dose or an ATAC-seq peak’s d-value at a given dose. Using this process, we calculated 250 simulated c values for each dose of each upregulated gene in our master set and 10 simulated d values for each ATAC-seq peak that was upregulated individually by retinoic acid and TGF-β. In the simulated data mixture model where genes can be strictly additive or multiplicative, at each we randomly assigned a gene to be additive or multiplicative based on the ratio of the dose-specific frequencies we observed in the categorical classification of the combined response.

### Use of simulated data to infer the location of a secondary peak in the observed combined response factor (c value) histogram

To generate a hypothetical plot of observed c values in which the primary peak of additive responses centered at c = 0 was depleted, we subtracted the additive component of a c value histogram generated by simulated data. These simulated c values were generated using gene and condition-specific Gaussian distributions in a process outlined above and in Figure 1—figure supplement 1. At each dose, we simulated data as a mixture of additive and multiplicative combined responses, setting the exact proportion of simulated additive versus multiplicative combined responses based on the ratio of additive to multiplicative combined transcriptional responses seen at each dose of the observed data (Figure 1E; Figure 1—figure supplement 1B). We then scaled the size of this ‘mixed’ simulated c value distribution to the peak heights at c = 0 and c = 1 in the observed c value histogram by minimizing the squared distance between the simulated and observed histogram bars directly abutting c = 0 and c = 1 (4 histogram bars total). We then subtracted the additive component of the simulated c value distribution and locally (in the range of c = −4 to c = 5) fit a Gaussian density function to the residual histogram using the nls function in R.

We also estimated the probability of obtaining the number of combined transcriptional responses in each bin of our observed c value histogram if all combined responses were additive. To do this, we scaled the peak height of our observed data at c = 0 to the peak height of an additively simulated distribution of c values. We then repeatedly (1000 times) ran new simulations of additive combined responses, simulating one observation per gene in our master set of 1384 genes. We used a bin width of 0.25 and allowed for overlapping bins. Because the probability of obtaining the observed number of counts was extremely low for many bins and because the variability in the number of observations in a given bin was well described by a Poisson distribution (outside the range of −0.3 < c < 0.3), we used a Poisson cumulative density function to estimate the probability of witnessing the number of observed counts (or greater) in each c value bin of the simulated additive data.

### Generating a null distribution for dual-motif matches

To generate a null distribution for dual-motif matches, we first separated our set of upregulated peaks into sub-additive, additive, and super-additive peaks. Within these peak subsets, we counted the number of retinoic acid-dominant (FOX, and ETS-family factors), TGF-β-dominant (SMAD, AP-1, BACH, BATF, SMARCC1, NFE2, NFE2L2, MAFF, and MAFK), and neither-signal-dominant (HOX, NFKB, CDX, CTCF, BCL, and GRHL1) motifs at each peak. Due to similar features of their position-weight matrices, we avoided over-counting similar motifs by reporting the maximum number of motif matches for a single type of motif within a group of motifs. The motif groups we used were as follows: retinoic acid receptor consisted of RARA, group FOX consisted of FOXA1, FOXA2, FOXA3, FOXC2, FOXD3; group ETS consisted of SPI, SPIB, SPIC, EHF, ELF1, ELF2, ELF3, ELF4, ELF5; group SMAD consisted of SMAD3, SMAD4, SMAD9; group AP-1 consisted of JUN, JUNB, JUND, JDP2, FOS, FOSB, FOSL1, FOSL2, BACH1, BACH2, BATF (note the inclusion of non-canonical AP-1 factors due to their similar motif position weight matrices); group SMARCC1 consisted of SMARCC1; group NFE consisted of NFE2, NFE2L2; group MAF consisted of MAFF, MAFK; group HOX consisted of HOXA13, HOXB13, HOXC10, HOXC12, HOXC13, HOXD13; group NFKB consisted of NFKB1, REL, RELA; group CDX consisted of CDX1, CDX2; group CTCF consisted of CTCF; group BCL consisted of BCL11A, BCL11B; group GRHL1 consisted of GRHL1. For example, if a peak had three JUN motifs, two FOS motifs, two JDP2 motifs, and one BACH1 motif, we would count this as three AP-1 motifs. We then randomly shuffled these grouped motif matches within each peak set, with each peak retaining its original number of total motif matches (thus a peak with zero motif matches also had zero motif matches and a peak with four grouped motif matches always had four grouped motif matches after each random shuffle). After each of 1000 random shuffles, we calculated the fraction of peaks in each peak set that contained both a retinoic acid-dominant and a TGF-β dominant motif.

### Statistical analysis

With the exception of DeSeq2’s adjusted p value and our manually calculated p value for the null distribution we generated for dual-motif matches at upregulated ATAC-seq peaks, we calculated all reported p values in the figures and main text using Welch's unequal variances t-test in R. (Note that we did not correct for multiple comparisons.)

### Data and code availability

All custom data analysis code is available at https://github.com/emsanford/combined_responses_paper. The ATAC-seq pipeline we used is available at https://github.com/arjunrajlaboratory/atac-seq_pipeline_paired-end (copy archived at swh:1:rev:c4c819e3ad5828b953fbd2ec05163e590518ae4b). The RNA-seq pipeline we used is available at https://github.com/arjunrajlaboratory/RajLabSeqTools (Sanford et al., 2020; copy archived at swh:1:rev:c8b8c79b2ec9c1bd9eb7ced427bb2aec25f19506).

## Data Availability

We have uploaded our sequencing results to NIH GEO. Analysis Code: https://github.com/emsanford/combined_responses_paper; https://github.com/arjunrajlaboratory/atac-seq_pipeline_paired-end; https://github.com/arjunrajlaboratory/RajLabSeqTools (copy archived at https://archive.softwareheritage.org/swh:1:rev:e25f3d9eefd72ac1ab2885d9b0f3ad0c3cf0b3b8/). The following dataset was generated: SanfordEMEmertBLCoteARajA2020Gene regulation gravitates towards either addition or multiplication when combining the effects of two signalsNCBI Gene Expression OmnibusGSE15274910.7554/eLife.59388PMC777196033284110

## Additional files

Supplementary file 1. Post-sequencing ATAC-seq metrics for each sample.

Transparent reporting form

## Appendix 1

### Mathematical formulation of an additive combined response, multiplicative combined response, and the combined response factor (c value)

Suppose that gene *X* is expressed at baseline and increases its transcription in response to either signal A or signal B:

$$\begin{array}{ll} & expression\;of\;gene\;X\;at\;baseline=X_{baseline}\\ & expression\;of\;gene\;X\;after\;receiving\;signal\;A=X_{baseline}+\Delta_{A}\\ & expression\;of\;gene\;X\;after\;receiving\;signal\;B=X_{baseline}+\Delta_{B} \end{array}$$

If the combined transcriptional response to receiving both signals A and B were additive, the increase in transcription of gene X would reflect the sum of the effects Δ_*A*_ and Δ_*B*_:

$$additive\;combined\;response\;of\;gene\;X\;to\;signals\;A\;and\;B=X_{baseline}+\Delta_{A}+\Delta_{B}$$

If the combined response were multiplicative, the increase in transcription of gene *X* would reflect the product of the fold change experienced under signals A and B:

$$\begin{array}{ll} multiplicative\;combined\;response & =X_{baseline}\times {fold\text{-}change}_{A}\times {fold\text{-}change}_{B}\\ & =X_{\text{baseline}}\times \frac{X_{\text{baseline}}+\Delta_{A}}{X_{\text{baseline}}}\times \frac{X_{\text{baseline}}+\Delta_{B}}{X_{\text{baseline}}} \end{array}$$

Multiplying out the terms of the previous expression, we see that the difference between an multiplicative and additive combined response is exactly $\frac{\Delta_{A}\times \Delta_{B}}{X_{\text{baseline}}}$:

$$\begin{array}{ll} multiplicative\;response & =X_{baseline}\times \frac{X_{baseline}+\Delta_{A}}{X_{baseline}}\times \frac{X_{baseline}+\Delta_{B}}{X_{baseline}}\\ & =X_{baseline}\times \frac{X_{baseline}^{2}+(X_{baseline}\times \Delta_{A})+(X_{baseline}\times \Delta_{B})+(\Delta_{A}\times \Delta_{B})}{X_{baseline}^{2}}\\ & =\frac{X_{baseline}^{2}+(X_{baseline}\times \Delta_{A})+(X_{baseline}\times \Delta_{B})+(\Delta_{A}\times \Delta_{B})}{X_{baseline}}\\ & =X_{baseline}+\Delta_{A}+\Delta_{B}+\frac{\Delta_{A}\times \Delta_{B}}{X_{baseline}}\\ & =additive\;response+\frac{\Delta_{A}\times \Delta_{B}}{X_{\text{baseline}}} \end{array}$$

We defined a term, *c*, the combined response factor, that can be determined after measuring a gene’s expression at baseline and in response to both single and combined signal treatments:

$$gene\;X^{\prime }s\;combined\;response=X_{\text{baseline}}+\Delta_{A}+\Delta_{B}+c\times \frac{\Delta_{A}\times \Delta_{B}}{X_{\text{baseline}}}$$

For a gene that increases transcription in response to both signals, the combined response is perfectly additive when c=0, perfectly multiplicative when c=1, sub-additive when c<0, and super-multiplicative when c>1. Thus, a gene’s combined response factor, which can be solved for after profiling gene expression in unperturbed and signal-treated cells, provides us with a metric for describing combined transcriptional responses along a continuum that spans addition and multiplication.

# Supplementary material for: Gene regulation gravitates toward either addition or multiplication when combining the effects of two signals
**Source:** eLife. 2020 Dec 7;9:e59388. doi: 10.7554/eLife.59388
**Supplement:** Supplementary file 1.

**Supplemental Table 1. Post-sequencing ATAC-seq metrics for each sample.**

| **Condition** | **Replicate** | **Initial number of read pairs (before alignment)** | **Final number of read pairs (aligned, filtered, duplicates removed)** | **Estimated library size from Picard MarkDuplicates report** | **PCR bottleneck coefficient** | **Percent mitochondrial reads** | **Percent of reads within 500 bp of a RefSeq transcription start site** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| EtOH-control | rep1 | 47,581,870 | 39,444,496 | 262,895,599 | 0.94 | 2.8% | 11.9% |
| EtOH-control-halfDensity | rep1 | 41,086,622 | 34,396,506 | 250,581,572 | 0.95 | 2.4% | 11.5% |
| EtOH-control-highDensity | rep1 | 44,072,790 | 36,117,206 | 231,669,308 | 0.95 | 4.5% | 11.6% |
| RA-low-dose | rep1 | 41,260,701 | 33,591,663 | 217,146,943 | 0.95 | 5.3% | 10.7% |
| RA-med-dose | rep1 | 31,647,052 | 26,123,190 | 179,897,280 | 0.95 | 5.8% | 11.0% |
| RA-high-dose | rep1 | 42,261,199 | 33,811,647 | 199,969,660 | 0.95 | 7.6% | 11.4% |
| TGF-β-low-dose | rep1 | 37,747,257 | 31,026,429 | 202,820,143 | 0.94 | 3.9% | 10.5% |
| TGF-β-med-dose | rep1 | 44,624,493 | 36,419,357 | 224,406,039 | 0.94 | 4.3% | 10.2% |
| TGF-β-high-dose | rep1 | 38,094,133 | 31,396,736 | 208,404,962 | 0.95 | 4.8% | 10.9% |
| Both-low-dose | rep1 | 52,387,369 | 40,479,658 | 211,802,845 | 0.95 | 10.1% | 10.5% |
| Both-med-dose | rep1 | 49,853,358 | 39,318,933 | 225,987,476 | 0.95 | 8.9% | 10.5% |
| Both-high-dose | rep1 | 42,206,009 | 33,786,922 | 204,244,183 | 0.95 | 8.1% | 10.2% |
| EtOH-control | rep2 | 38,083,282 | 31,779,309 | 226,734,741 | 0.94 | 2.5% | 11.5% |
| EtOH-control-halfDensity | rep2 | 43,361,513 | 36,593,932 | 269,862,386 | 0.94 | 1.5% | 10.6% |
| EtOH-control-highDensity | rep2 | 39,698,228 | 33,195,307 | 255,254,502 | 0.95 | 1.8% | 11.2% |
| RA-low-dose | rep2 | 36,715,104 | 30,292,869 | 207,792,170 | 0.95 | 4.6% | 10.8% |
| RA-med-dose | rep2 | 40,558,424 | 33,800,414 | 250,171,599 | 0.95 | 3.7% | 10.4% |
| RA-high-dose | rep2 | 41,414,691 | 34,358,578 | 244,841,654 | 0.95 | 4.0% | 10.7% |
| TGF-β-low-dose | rep2 | 44,817,804 | 36,658,961 | 215,298,493 | 0.93 | 3.4% | 10.3% |
| TGF-β-med-dose | rep2 | 39,929,259 | 33,087,956 | 238,242,632 | 0.95 | 3.5% | 10.2% |
| TGF-β-high-dose | rep2 | 46,205,287 | 38,202,058 | 251,952,977 | 0.94 | 2.8% | 10.8% |
| Both-low-dose | rep2 | 40,462,498 | 33,185,265 | 250,065,164 | 0.96 | 5.1% | 8.8% |
| Both-med-dose | rep2 | 44,699,468 | 35,917,746 | 219,591,584 | 0.95 | 7.7% | 9.8% |
| Both-high-dose | rep2 | 48,925,327 | 39,315,827 | 229,690,180 | 0.94 | 6.1% | 10.9% |
| EtOH-control | rep3 | 42,812,546 | 35,309,638 | 231,408,229 | 0.94 | 3.2% | 12.3% |
| EtOH-control-halfDensity | rep3 | 41,813,530 | 34,814,520 | 258,011,226 | 0.95 | 3.0% | 11.6% |
| EtOH-control-highDensity | rep3 | 40,546,148 | 33,264,452 | 204,352,162 | 0.94 | 4.1% | 12.5% |
| RA-low-dose | rep3 | 32,762,330 | 26,916,331 | 179,857,516 | 0.95 | 6.1% | 11.4% |
| RA-med-dose | rep3 | 50,878,299 | 40,363,941 | 221,908,252 | 0.94 | 7.4% | 11.4% |
| RA-high-dose | rep3 | 44,212,167 | 33,875,013 | 165,272,130 | 0.94 | 10.7% | 11.7% |
| TGF-β-low-dose | rep3 | 45,587,448 | 37,129,061 | 231,608,100 | 0.94 | 4.7% | 11.3% |
| TGF-β-med-dose | rep3 | 38,493,959 | 31,108,095 | 182,114,358 | 0.94 | 5.7% | 11.1% |
| TGF-β-high-dose | rep3 | 30,124,631 | 24,795,889 | 163,300,521 | 0.94 | 4.7% | 11.4% |
| Both-low-dose | rep3 | 50,426,925 | 38,748,904 | 196,832,887 | 0.94 | 10.3% | 10.9% |
| Both-med-dose | rep3 | 44,423,642 | 34,365,274 | 183,838,974 | 0.95 | 11.0% | 10.8% |
| Both-high-dose | rep3 | 42,164,691 | 32,326,317 | 169,428,244 | 0.95 | 11.2% | 10.6% |

How the deposited data were processed for this re-analysis (not part of the article)

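MCF-7 cells were given ethanol, retinoic acid, TGF-β or both for 72 hours, and RNA-seq and ATAC-seq were done on 36 samples each, in 12 conditions with 3 replicates. The doses were 50, 200 and 400 nM of retinoic acid and 1.25, 5 and 10 ng per ml of TGF-β, with the low, medium and high doses of each combined in the double treatments. Ethanol controls were started at 50%, 100% and 150% of the normal density. The paper split dishes into all conditions but does not state it for each replicate, so that the replicate number pairs samples across conditions was inferred. It was checked on 9839 genes after removing the mean of each condition. Samples of the same number had a mean correlation of 0.308 over 198 pairs (lowest -0.0453, with 92.9% of pairs over 0.1), samples of different numbers had -0.152, and 36 of 36 samples correlated best, on average, with the samples of their own number. The first principal component of these residuals, with 30.1% of the variance, separates replicate 3 from the others.

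The RNA counts are whole numbers of reads per gene, which the authors made by alignment to hg38 with STAR 2.7.1a and counting of uniquely mapped reads with HTSeq 0.6.1, without normalization. The ATAC-seq files hold peak summits that the authors called in each library with MACS2 after alignment with Bowtie2 2.3.4.1 and filtering with SAMtools 1.1 and Picard 1.96. Each summit has a fold enrichment, which is the ratio of its signal to the genome-wide background of its own library as computed by the authors with MACS2. Each summit also has a -log10 p and a -log10 q, computed by the authors with MACS2, which depend on the depth of the library. The files hold no fragment counts, so the paper's d value of a peak (its fold-change difference from an additive prediction), its differential peaks with their false discovery rate, and its motif scores from fragment counts could not be computed. Conclusions on d and on immunofluorescence have no passage for this reason.

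RNA samples had 8629109 to 12221348 counts on genes, with 9.66% to 12.78% of reads outside genes and 6.24% to 6.69% ambiguous. Of 58302 gene IDs, 57532 are in GENCODE 44, which gave names, positions and transcript lengths, and these held at least 99.874% of the counts. The first preparations of replicate 2 at the medium doses of retinoic acid and of both signals were left out, as their labels say for high rRNA, and the counts of the 2 later preparations were summed, as the labels say, and TPM was computed from counts and the union of exons.

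Counts were tested with edgeR 4.0.16 (TMM, the default filter on low counts, quasi-likelihood F tests) in R 4.3.3, with limma 3.58.1 for gene lists, and again with DESeq2 1.42.0. Each treatment was compared with ethanol at normal density at its dose, as were the 2 other densities, and the interaction of the signals was tested at each dose. P-values were adjusted by Benjamini-Hochberg within each comparison, and a gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 0.5 in size (no fold change limit for the interaction). The 22 gene lists were written before the data were examined: retinoic acid targets and retinoid metabolism, TGF-β and SMAD targets, SMAD and TGF-β pathway components, epithelial to mesenchymal transition, epithelial junctions and luminal keratins, basal keratins and myoepithelium, estrogen receptor targets and luminal identity, S phase, mitosis, AP-1 subunits and small MAF factors, ETS factors, FOX factors, HOX and CDX factors, NF-κB factors and targets, interferon response, extracellular matrix and adhesion, cholesterol synthesis, unfolded protein response, p53 targets, chromatin remodelers, leukocyte markers, and fibroblast and endothelial markers. They were tested with camera from limma at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists within each comparison.

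Named genes follow a rule set before the data were examined: the genes of Figure 1C and of the paper's supplements to Figure 1, which had been seen in the figures; the 10 largest rises and 10 largest falls of each medium-dose treatment among called coding genes with a mean of at least 100 counts and the same direction in every replicate; the 8 interaction genes with the smallest adjusted p in each direction; up to 4 members of each list; and the factors that the paper names. Other genes in the text were named after their values were seen, and these include examples of list members and the genes with an outlying value.

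The combined response followed the paper's methods. Genes were taken if they were called up in the combination at any dose and had a mean TPM above ethanol with every single-signal dose, with 2 genes called down in the combination added under the same requirement, which gave 1524. The factor c is 0 where the combined effect is the sum of the single effects and 1 where it is their product. Response categories used an 80% interval from the average coefficient of variation, the histogram of c ran from -4 to 5, and simulations drew 250 values per gene under an additive or a multiplicative truth. The counts of genes near a value of c were compared, in bins of 0.25, with the additive simulation scaled down to the observed height at c = 0. The reliable subset took genes whose additive and multiplicative predictions lie apart by at least 2 TPM and by at least the ethanol TPM at every dose, and held 70.

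For ATAC-seq, the strongest 266000 summits of each library were used, so that all lists have the same length. Windows of 150 bp were kept where at least 2 of 3 replicates of a condition held them, and merged across conditions within 250 bp. A window was called gained when all 3 treated libraries held it and none of the 3 ethanol libraries did. Genes were linked to windows within 100 kb of the transcription start site, and differences between response categories were tested by permutation of the gene categories with 100000 resamples. Motifs were 16 consensus sequences searched in the windows of each library, and the shares of 9 treated and 9 ethanol libraries were compared by an exact permutation test, for which the smallest unadjusted p is 4.11e-05. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.

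The steps were tested on simulated data. Of genes given a log2 fold change of 1 or -1 at the medium dose of retinoic acid, 85.7% and 65.3% of 49 each were called, of those given 2 or -2, 98% of 49 and 87% of 46, and 1 of 15464 genes tested was called falsely. Of 594 genes made additive in 6 draws, the interaction test called 60 (10.1%, 1 to 20 per draw), and it called 1 of 582 multiplicative genes. Of simulated additive genes, 26.4% were classed additive, 13.3% sub-additive and 49.3% ambiguous. Of simulated multiplicative genes, 15.0% were classed multiplicative and as many super-multiplicative. In the reliable subset 72.9% and 50% were classed by their truth. All 894 planted windows were found as gained, as the call by presence makes certain, beside 628 windows gained without any planted, and 4.9% of 1000 shuffled categories gave a p of 0.05 or less.

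The alternatives tried for RNA were DESeq2, RLE normalization, no filter on low counts, the replicate number as a block, only the groups of a comparison, all 9 ethanol samples as control, other uses of the repeated preparations, separate controls for the overlap of signals, and each replicate left out. For the combined response they were CPM in place of TPM, ethanol TPM of at least 1, 70% and 90% intervals, a coefficient of variation for each dose, a minimum of 5 TPM, and wider bins. For ATAC-seq they were full lists, the strongest 50% of the lists, only overlapping windows merged, looser and stricter calls, windows of 300 bp, and 50 kb. Genes without a GENCODE name were tested and are not named in the text, and the closing section gives the effect of the alternatives.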

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

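The tests of cell density and the other splits of the samples were chosen after the results were seen.

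In groups of 9 libraries, the motif shares of each treatment and of ethanol and, for RNA of ethanol samples, the counts on genes and the mitochondrial share were searched for outlying values, 66 groups in all, and 5 values, all of them motif shares, lay far from the others. Chance marks about 1 in 20 groups. With retinoic acid, replicate 2 of the high dose had ETS sites in 4.40% of its strongest summits (others 3.78% to 4.04%) and the DR5 element of the retinoic acid receptor in 0.1064% (others 0.0797% to 0.0921%). With TGF-β, the DR5 element was at 0.088% in replicate 1 of the low dose (others 0.0684% to 0.0763%), and the DR1 element at 0.0688% in replicate 2 of the low dose (others 0.0628% to 0.0650%). With both signals, the SMAD palindrome was at 0.2083% in replicate 3 of the high dose (others 0.181% to 0.193%).

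The paper does not discuss genes of proliferation. Genes of DNA replication were lower with each signal at the medium dose, and mitotic genes with TGF-β and with both. The median log2 fold change of the 30 genes of DNA replication was -0.444 with retinoic acid, -0.446 with TGF-β and -1.04 with both, and that of the 30 mitotic genes was -0.654 with TGF-β and -1.23 with both. With retinoic acid alone, the mitotic list did not pass camera with an estimated correlation. Every treated sample started at normal density, so it is the density reached at the end that could differ. Within the range of these controls, the values argue against that density as the whole cause. Against ethanol started at 150% density, the crowded control, the DNA replication genes were still at -0.347 with retinoic acid (30 of 30 below 0, replicates -0.412 to -0.303), where that density alone gave -0.116. Against ethanol at 50% density, the sparse control, the mitotic genes were at -0.773 with TGF-β (replicates -0.808 to -0.732), where that density alone gave 0.12. The paper reports faster growth with retinoic acid, slower growth with TGF-β, and controls that span the densities at the end. An effect of the signals on the cell cycle may account for the falls, which is a hypothesis drawn from the same data and was not itself tested. An effect of density that arises only in treated cells also stays open, since the signals were not added at other densities.

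The effect of retinoic acid differed with and without TGF-β, by the interaction of the signals in edgeR, in 39 genes at the low, 126 at the medium and 225 at the high dose. Of 33 labelings of the same 12 samples, the real one included, 8, 10 and 10 gave as many, with up to 3368, 3838 and 4687 genes, but they mix treated with untreated samples, so effects of a single signal enter the interaction and this count says nothing on chance. Labelings that call so many genes point to a structure of the samples, here the treatments. In simulated counts, the same test called 10.1% of additive genes and 1 of 582 multiplicative genes. With the replicate number as a block, the genes above and below the product rose to 106 and 131, 139 and 217, and 218 and 384 from the low to the high dose, and without replicate 1, which leaves 2 samples per group, calls ended at the low and medium dose and 5 and 8 were left at the high dose.

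For each treatment against ethanol, 3 samples against 3 make 10 splits, too few for a share under 0.05. The real split called the most genes (1 of 10) in every case. With retinoic acid it called 1226, 2095 and 2488 genes from the low to the high dose, with TGF-β 1313, 1611 and 1734, and with both 3497, 4309 and 4615. The highest other split called 0 genes, or 1 for both signals at the low dose. For the 2 other starting densities the real split called 0 genes by edgeR, with 660 and 413 genes at an unadjusted p under 0.05 at 50% and 150% density and 0 by DESeq2, and the highest other split called 0 too, so all 10 of 10 were equal.

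Ethanol at 50% density, whose lists the paper does not analyze, had lists that passed camera at its preset correlation: TGF-β and SMAD targets (median log2 difference -0.1, camera adjusted p = 1.3e-04 by limma, and adjusted p = 0.272 with an estimated correlation), genes of DNA replication (0.111, adjusted p = 2.1e-06 and 0.566 with an estimated correlation), mitotic genes (0.12, adjusted p = 1.5e-06 and 0.77) and pathway components of TGF-β (-0.0455, adjusted p = 0.0138 and 0.565). At 150% density these were genes of DNA replication (-0.116, camera adjusted p = 2.2e-07 by limma and 0.535 with an estimated correlation), mitotic genes (-0.0933, adjusted p = 7.9e-05 and 0.636), AP-1 subunits and small MAF factors (0.0849, adjusted p = 0.0109 and 0.396), TGF-β pathway components (0.0392, adjusted p = 0.0366 and 0.535), interferon response genes (0.0845, adjusted p = 0.00798 and 0.615), cholesterol synthesis genes (-0.102, adjusted p = 1.5e-04 and 0.535) and genes of the unfolded protein response (-0.0758, adjusted p = 0.0366 and 0.535). None of these lists passed with an estimated correlation, and edgeR called 0 genes at each density (660 and 413 at an unadjusted p under 0.05, 0 by DESeq2). With the replicate number as a block, edgeR called 3 genes down at 50% density, SMAD7, LDLRAD4 and NDRG1, the former 2 inhibitors of TGF-β signaling, and SMAD7 is the member of each of the 2 TGF-β lists that was called, so an effect of 50% density on these lists stays open.

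Among motifs outside those the paper discusses, the share of strongest summits with a TEAD site changed by -2.002% with retinoic acid (1 of 9 libraries below every ethanol library, exact permutation test, adjusted p = 0.0282), a call lost without replicate 1 (-1.903%), without replicate 3 (-1.65%) and with the strongest 50% of the lists (-1.21%), and by 4.403% with TGF-β (8 of 9 above, adjusted p = 2.0e-04). GATA sites changed by 10.03% with retinoic acid and 11.68% with both, with 9 of 9 libraries above every ethanol library (exact permutation test, adjusted p = 8.6e-05, the smallest it can give here). Estrogen response elements changed by -8.028% with retinoic acid (5 of 9 below, exact permutation test, adjusted p = 0.0466), a call lost with permutation within replicates (adjusted p = 0.06), without replicate 2 (-4.67%), without replicate 3 (-7.03%), with the strongest 50% of the lists (-1.03%) and against only the 3 ethanol libraries at normal density (-7.18%). They changed by -17.68% with TGF-β and -28.46% with both (9 of 9 below in each).

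Gene lists outside the paper's discussion passed the test at the medium dose. Basal keratins and myoepithelial genes had a median of -0.761 with retinoic acid (camera adjusted p = 0.0053 by limma, and adjusted p = 0.0314 with an estimated correlation) and 0.599 with TGF-β (adjusted p = 7.5e-04 and 0.0061), genes of the epithelial to mesenchymal transition 0.374 with TGF-β and 0.496 with both, and genes of the extracellular matrix and adhesion 0.301 with TGF-β.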

How the results depend on the processing

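All alternatives were set before the data were examined. Of 7355 values of results under an alternative, 6863 kept their side of the threshold (and their direction where called) or stayed within the allowed change, 265 moved, 165 no longer passed a test, 61 newly passed one and 1 reversed. Among values that were not called, 8 of motifs and 14 of named genes changed sign. For the named genes, 5536 of 5709 calls were the same and none reversed, with 45 of 522 lost without replicate 1, 28 of 521 without replicate 2 and 13 of 522 without replicate 3. The replicate number as a block changed, beyond the values below, the call of 1 gene list (epithelial junctions with both signals, adjusted p = 0.0402), of 2 motif comparisons with retinoic acid (adjusted p = 0.0477 for the DR2 element and 0.06 for the estrogen response element, exact permutation test) and of 5 named genes. With an estimated correlation, 21 of 66 list tests at the medium dose passed in place of 37. The effect of RNA depth was not tested by thinning the counts, and in ATAC-seq the lists of summits give no read counts, so the effect of depth on a single window is not known. Calls from fewer libraries are looser by construction and calls against more ethanol libraries stricter, which shows in the numbers of windows. For the other changes the cause was not tested.

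With DESeq2: genes below the product 36 (low), percent of genes up with each signal that were up with both 100 (any dose). With no filter on low counts: genes above the product 68 (low) and 82 (medium), genes below the product 88, 166 and 289 from low to high dose, genes called at 50% density 17, genes called at 150% density 8, percent of genes up with each signal that were up with both 100 (any dose). With the replicate number as a block: genes above the product 106, 139 and 218 from low to high dose, genes below the product 131, 217 and 384 from low to high dose, genes called at 50% density 3. With a fit with only the groups of the comparison: genes above the product 11 (low) and 49 (high), genes below the product 10 (low) and 91 (high). With all 9 ethanol samples as control: genes above the product 42 (low), genes below the product 32 (low), percent additive 8.65 (low) and 11.9 (medium), percent ambiguous 52.9 (low) and 48.1 (medium). With ethanol replicate 2 as the sum of its preparations: percent of genes up with each signal that were up with both 100 (any dose), percent with a lower c from medium to high dose 60.9. With the first preparations of replicate 2 at the medium dose: percent of genes up with each signal that were up with both 100 (any dose).

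With CPM in place of TPM: percent sub-additive 10.8 (low) and 11.7 (medium), percent ambiguous 47.2, 42.3 and 39.3 from low to high dose, percent additive 16.8 (high), percent with a c of 5 or more 22.2 (low) and 15.01 (high), median c 0.74 (medium), percent with a c of -4 or less 3.12 (medium), residual center 0.888 (medium). With an ethanol TPM of at least 1: percent additive 9.13 (low) and 12.9 (medium), percent between 0.787, 1.34 and 1.18 from low to high dose, median c 1.17 (medium), residual center 1.3 (medium), percent with a lower c from medium to high dose 62.5. With DESeq2 calls for the master set: percent additive 12.6, 17.4 and 17 from low to high dose, residual center 1.29 (medium), percent with a lower c from medium to high dose 59.3. With a 90% interval: percent sub-additive 5.25, 6.82 and 10.6 from low to high dose, percent additive 8.99 (low) and 12.9 (medium), percent multiplicative 7.74, 8.73 and 7.87 from low to high dose, percent super-multiplicative 14.4, 12.6 and 10.7 from low to high dose, percent ambiguous 62.7, 58.01 and 55.97 from low to high dose, percent between 0.984 (medium) and 1.11 (high). With a 70% interval: percent sub-additive 10.1, 12.1 and 16.01 from low to high dose, percent multiplicative 13.4, 13.1 and 13.1 from low to high dose, percent super-multiplicative 25.4, 21.3 and 18.6 from low to high dose, percent ambiguous 38.2, 36.4 and 34.8 from low to high dose, percent between 2.89 (high). With a coefficient of variation for each dose: percent sub-additive 10.1 (low) and 11.2 (medium), percent super-multiplicative 23.1 (low) and 20.8 (medium), percent ambiguous 45.1 (low) and 40.03 (medium), percent additive 13.2 (medium), percent between 2.95 (high). With histogram bins of 0.25: residual center 1.28 (medium). With a minimum of 5 TPM for the reliable subset: genes in the reliable subset 44, percent with a lower c from medium to high dose 63.6.

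With full lists of summits: windows gained with both signals 6279 (low), windows gained at 50% density 1000, windows gained with both signals only 3964 (low) and 4852 (medium), percent of those found with both signals 96.8 (medium). With the strongest 50% of the lists: windows gained with retinoic acid 1947 (medium) and 2414 (high), windows gained with TGF-β 1403 (low) and 1656 (high), windows gained with both signals 3780 (medium) and 4254 (high), windows gained at 50% density 242, windows gained at 150% density 180, windows gained by each single signal 133 (low), percent of those found with both signals 96.99 (low) and 99.5 (high), windows gained with both signals only 1505, 1766 and 2094 from low to high dose, ratio for all gained windows of multiplicative to additive genes 1.9 (medium), ratio for windows gained with both signals only of multiplicative to additive genes 2.67 (medium), ratio for windows gained with both signals only of super-multiplicative to additive genes 2.01 (medium). With merging only overlapping windows: windows gained with retinoic acid 3015 (low) and 4478 (medium), windows gained at 50% density 1188, windows gained at 150% density 1108, windows gained by each single signal 326 (low), percent of those found with both signals 87.1 (low) and 92.2 (high). With calls from at least 2 of 3 treated and at most 1 of 3 ethanol libraries: windows gained with retinoic acid 14342, 15971 and 17337 from low to high dose, windows gained with TGF-β 14930, 17536 and 15010 from low to high dose, windows gained with both signals 19240, 21250 and 22307 from low to high dose, windows gained at 50% density 11182, windows gained at 150% density 10876, windows gained by each single signal 4721, 5232 and 4523 from low to high dose, percent of those found with both signals 77.9, 79.4 and 80.96 from low to high dose, windows gained with both signals only 6938, 6807 and 7528 from low to high dose. With calls with no summit in any of 9 ethanol libraries: windows gained with retinoic acid 652, 1350 and 1874 from low to high dose, windows gained with TGF-β 772, 1317 and 1074 from low to high dose, windows gained with both signals 1996, 3137 and 3984 from low to high dose, windows gained by each single signal 22, 59 and 57 from low to high dose, windows gained with both signals only 1364 (low) and 1917 (medium). With full lists the change of CTCF sites with both signals was -0.401%, reversed from 2.68% and without a call (exact permutation test, p = 0.831).

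Leaving out 1 replicate at a time gave these lowest and highest values. For RNA: genes up with retinoic acid 324 to 648 (low), genes down with retinoic acid 394 to 695 (low), genes down with TGF-β 289 to 499 (low) and 449 to 626 (medium), genes above the product 0 to 27, 0 to 39 and 5 to 60 from low to high dose, genes below the product 0 to 39, 0 to 102 and 8 to 149 from low to high dose, percent of genes up with each signal that were up with both 98.8 to 100 (medium) and 98.9 to 100 (any dose), percent sub-additive 7.84 to 17, 11.3 to 16.9 and 16.1 to 16.9 from low to high dose, percent additive 11.1 to 12.8 (low) and 13.8 to 17.9 (high), percent between 1.3 to 3.36, 2.13 to 4.94 and 2.2 to 5.47 from low to high dose, percent multiplicative 8.42 to 11.6 (low) and 9.29 to 12.9 (high), percent super-multiplicative 19.4 to 28.1, 14.9 to 27.8 and 13.7 to 25.7 from low to high dose, percent ambiguous 27.7 to 47.5, 24.7 to 44.4 and 24.3 to 41.4 from low to high dose, percent with a c of 5 or more 22.2 to 29.2, 15.6 to 18.9 and 14.8 to 16.99 from low to high dose, median c 0.706 to 0.961 (medium) and 0.319 to 0.811 (high), residual center 0.934 to 1.14 (medium) and 0.522 to 1.02 (high), percent with a c of -4 or less 3.05 to 4.87 (high), percent with a lower c from low to medium dose 59.1 to 74.3, percent with a lower c from medium to high dose 50 to 71.8. For ATAC-seq, where 2 libraries are then set against 2: windows gained with retinoic acid 4628 to 5597, 5951 to 7335 and 6657 to 8578 from low to high dose, windows gained with TGF-β 4896 to 6136, 6508 to 7532 and 5335 to 6583 from low to high dose, windows gained with both signals 7567 to 9611, 9323 to 11567 and 10281 to 11734 from low to high dose, windows gained at 50% density 2629 to 3432, windows gained at 150% density 2738 to 3383, windows gained by each single signal 770 to 1068, 1073 to 1245 and 852 to 1162 from low to high dose, percent of those found with both signals 66.9 to 72.8, 72.4 to 76.95 and 74.3 to 77.2 from low to high dose, windows gained with both signals only 4011 to 4965, 4395 to 5337 and 5142 to 5720 from low to high dose.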

Differences from the paper's values

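A value was taken to differ from the paper's where the gap exceeded the replicate SD and one was over 1.5 times the other, or for a value of c where the sign differed or the gap exceeded the SD, apart from rounding. By this measure 50 of 51 values did not differ, among them set sizes that are not equal: 2526 genes up with both signals (the paper's 2246) and a master set of 1524 (the paper's 1398), from edgeR where the paper used DESeq2, which gave 2507 and 1559 here. The paper counts 14 genes of its master set with an ethanol TPM of 0 (the paper's value), and here 9 genes of the set had one; no alternative was run for this count.

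The paper states that every gene raised by each signal alone was raised by both together. Here it held for 124 of 124 genes at the low, 213 of 216 at the medium and 244 of 246 at the high dose, and for 300 of 301 at any dose. For genes at any dose it reached 100% with DESeq2, with no filter on low counts, with ethanol replicate 2 as the sum of its preparations, with the first preparations of replicate 2 at the medium dose and without replicate 2, and at the medium dose it reached 100% without replicate 1. These counts rest on calls. Among the medium-dose exceptions, EDN1 missed the call with both signals by the fold change limit alone (log2 fold change 0.48, adjusted p = 0.0028 by edgeR).

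The paper states that differential peaks rose in number with dose. Windows gained with TGF-β rose from 2197 at the low to 3178 at the medium dose and numbered 2578 at the high dose, below the medium dose in every alternative tried for this count. Replicate 3 of the high dose had the shortest list (266762 summits, cut at a -log10 p of 3.292, against 7.278 in replicate 2). In the paper's supplement that library also has the fewest final read pairs, and an effect of depth was not tested. Without replicate 3, the high dose gave 6583 windows and the medium dose 7532. Windows gained with retinoic acid (1892, 2928 and 3669) and with both signals (4147, 5713 and 6565), and windows lost with each treatment, rose with dose. The paper's counts rest on reads in peaks, and these on lists of summits.

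The paper states that the tails of c are heavier than simulated on both sides. Below the sum, 2.97%, 2.11% and 4.16% of genes had a c of -4 or less from the low to the high dose, where the additive simulation gives 11.6%, 7.87% and 7.96%. Above the product the tail was heavier here too, at 25.8%, 18.5% and 17.2% of genes with a c of 5 or more against 15.6%, 13.0% and 12.6% in the multiplicative simulation. The counts in bins were set against an additive simulation scaled down to the observed height at c = 0, unlike the shares above. Around c = -1 at the medium dose, 38 genes were counted where the scaled simulation gives 24.5. Around c = -2 there were 25 at the medium dose where it gives 9.75, and 35 at the high dose where it gives 11.5. Around c = -0.5 at the high dose, 53 were counted where it gives 54.2. The scaled simulation holds fewer genes than the set. These counts thus do not show an excess over a set in which every gene is additive.

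The paper states that multiplicative genes were, at each dose, the most likely to have a peak of each signal's own nearby. Among the types compared here, which leave out genes between the predictions, this held at the medium dose (5.88%, against 3.46% of additive genes). At the low dose super-multiplicative genes had the higher share (2.25% against 1.91%), and at the high dose additive (5.83%) and super-multiplicative genes (5.31%) had a higher one than multiplicative genes (4.14%). The paper judged peaks by the change in fragment counts, and windows here were judged by presence and absence, so the measures are unlike. Few genes had a pair, and no difference between multiplicative and additive genes passed the test.

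The paper states that multiplicative genes had the most additive peaks nearby of all response types at each dose. Peaks could not be classed here; of all gained windows, genes between the predictions had more, at 2.00, 2.06 and 2.97 per gene from the low to the high dose, than multiplicative genes, at 0.535, 0.882 and 1.02, which had more than the 4 other types. The paper also states that super-additive peaks were more frequent near multiplicative and super-multiplicative than near additive genes. Windows gained with both signals only, a rough stand-in here, had ratios of 1.29 and 1.14 at the medium dose that did not pass the test. With the strongest 50% of each list they were 2.67 and 2.01 and passed it. These windows were not set against an additive prediction, so the measures are unlike and the ratios do not contradict the paper's.

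The paper states that NF-κB motifs were enriched with each signal. Here they changed by -0.568% with retinoic acid (exact permutation test, adjusted p = 0.268) and by 3.54% with TGF-β (adjusted p = 4.6e-04), and in 300 bp windows the change with retinoic acid was -1.26% and passed the test. The paper states that SMAD motifs were somewhat enriched with retinoic acid. Here the SMAD palindrome changed by -3.30% (exact permutation test, adjusted p = 0.0733) and the CAGA box by -4.66%, and with the strongest 50% of the lists the palindrome changed by 1.64% (adjusted p = 0.373). The paper states the same of RARA with TGF-β. Here the DR5 element changed by 1.94% (exact permutation test, adjusted p = 0.614), and it passed the test in no alternative tried. The paper scored the change in reads at motif-holding peaks among its differential peaks, with weight matrices. The values here are shares of the strongest 266000 summits of each library that hold a consensus site. In lists of fixed length, windows that enter displace others, so a share can fall without any loss of reads. The measures are thus unlike, and these differences do not contradict the paper's scores.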

Other observations

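The simulations of c described here were chosen after the results were seen, and the gene lists and motifs were fixed before.

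With both signals at the medium dose, 8 gene lists that the passage on both signals leaves out passed camera at its preset correlation, and 2 of them, the epithelial to mesenchymal transition and TGF-β pathway components, passed with an estimated correlation. Of 21 HOX and CDX factors 17 rose, HOXB13 by 6.57 (SE 0.56) and HOXA1 by 6.21 (SE 0.73) on the log2 scale (median 2.85; camera adjusted p = 1.2e-07, and adjusted p = 0.0604 with an estimated correlation). Of 25 interferon response genes 15 rose, IRF1 by 2.11 (SE 0.27) and MX1 by 1.03 (SE 0.23) (median 0.86; camera adjusted p = 0.00288, and adjusted p = 0.255 with an estimated correlation). Of 15 genes of the epithelial to mesenchymal transition 7 rose and 1 fell, with FN1 up by 1.09 (SE 0.10) and LOXL2, a collagen crosslinker, up by 3.22 (SE 0.19) (median 0.50; camera adjusted p = 0.0039, and adjusted p = 0.021 with an estimated correlation). Of 36 matrix and adhesion genes 17 rose and 7 fell, with COL12A1 at -0.78 (SE 0.14) (median 0.37; camera adjusted p = 0.0024, and adjusted p = 0.0802 with an estimated correlation). Of 30 TGF-β pathway components 11 rose and 4 fell, or 5 when adjusted over the list alone (median 0.41; camera adjusted p = 2.8e-06, and adjusted p = 0.0147 with an estimated correlation). Of 22 p53 targets 10 rose and 1 fell, with the cell cycle inhibitor CDKN1A up by 0.93 (SE 0.10) and BTG2, an inhibitor of proliferation, by 1.79 (SE 0.11) (median 0.40; camera adjusted p = 0.0029, and adjusted p = 0.0604 with an estimated correlation). Of 23 genes of cholesterol synthesis 7 fell, TM7SF2 by 0.86 (SE 0.07) (median -0.37; camera adjusted p = 5.5e-04, and adjusted p = 0.235 with an estimated correlation). Of 28 estrogen receptor targets and luminal genes 10 fell and 3 rose, with TFF3 at -2.65 (SE 0.16) (median -0.16; camera adjusted p = 0.0361, and adjusted p = 0.235 with an estimated correlation).

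Other lists did not pass with both signals. Of 13 basal genes 4 rose and 3 fell (camera adjusted p = 0.792), of 25 junction genes and luminal keratins 4 fell (adjusted p = 0.0613), of 14 ETS factors 5 rose and 1 fell (adjusted p = 0.244; ETV4 rose by 1.38, SE 0.16), of 11 forkhead factors 3 rose and 1 fell (adjusted p = 0.137), of 22 genes of the unfolded protein response 5 rose and 5 fell (adjusted p = 0.486), and of 24 chromatin remodelers 2 rose and 3 fell (adjusted p = 0.934; the ATPase SMARCA4 rose by 0.58, SE 0.05). With retinoic acid alone, 2 p53 targets rose and 1 fell, BTG2 by 1.88 (SE 0.11) among the risen (median 0.08; camera adjusted p = 0.0231, and adjusted p = 0.171 with an estimated correlation). Genes of the epithelial to mesenchymal transition had 3 up and 3 down (camera adjusted p = 0.955), estrogen receptor targets 7 and 6 (adjusted p = 0.403), and matrix genes 8 and 10 (adjusted p = 0.833), with COL12A1 at -1.27 (SE 0.14), the protease inhibitor TIMP1 at -1.26 (SE 0.10) and the laminin LAMC1 at 1.19 (SE 0.09). Cholesterol synthesis (camera adjusted p = 0.255), the unfolded protein response (adjusted p = 0.955) and chromatin remodelers (adjusted p = 0.407) did not pass as lists. With TGF-β alone, interferon response genes had 3 of 25 up, 2 when adjusted over the list alone (camera adjusted p = 0.0899), p53 targets 2 of 22 up (adjusted p = 0.264), and 1 junction gene, CLDN1, was up by 3.12 (SE 0.65; adjusted p = 0.672 for the list). The unfolded protein response (camera adjusted p = 0.52) and chromatin remodelers (adjusted p = 0.672) did not pass as lists with TGF-β.

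Markers of other cell types were measured in these cultures of a single line. Of 4 measured leukocyte markers, 1 rose and 1 fell with both signals (camera adjusted p = 0.51) and with TGF-β (adjusted p = 0.999), and ITGAM, an integrin of myeloid cells, was up by 3.72 (SE 0.35) with both. Of 7 measured fibroblast and endothelial markers, 4 rose and 2 fell with both (camera adjusted p = 0.22) and 1 rose and 1 fell with TGF-β (adjusted p = 0.672), with COL1A1 at 1.05 (SE 0.10) and COL3A1 at -1.64 (SE 0.17) with both. The most abundant markers were COL1A1 at a mean of 27.2 CPM, KDR at 14.7, COL3A1 at 8.97 and CORO1A at 7.12, while PTPRC was at 0.0205 and COL1A2 at 0.0102 and CD3D, CD2, MS4A1 and TYROBP had no counts.

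GRHL sites, bound by factors of epithelial cells, lay in 1.66% of the strongest summits in ethanol, 1.51% with retinoic acid, 1.64% with TGF-β (exact permutation test, adjusted p = 0.0894) and 1.50% with both, changes of -9.25% with retinoic acid and -9.57% with both (9 of 9 libraries below every ethanol library in each), and the GRHL2 gene had a log2 fold change of -0.38 (SE 0.05) with retinoic acid. Estrogen response elements lay in 0.0411% in ethanol and 0.0378%, 0.0338% and 0.0294% with retinoic acid, TGF-β and both. TEAD sites changed by 1.35% with both signals (exact permutation test, adjusted p = 0.126), which passed with the strongest 50% of the lists (2.55%, adjusted p = 0.0116) and without replicate 1 (2.43%, adjusted p = 0.0416), and the TEAD2 gene, chosen after its values were seen, rose by 1.82 (SE 0.11) with TGF-β. The DR1 element changed by -15.7% with both (exact permutation test, adjusted p = 1.5e-04) and by -6.21% with TGF-β (adjusted p = 0.0152), and the DR2 element by -1.68% and -3.43% (adjusted p = 0.665 and 0.308). The DR1 call with TGF-β was lost without replicate 1 and without replicate 3. BACH and NFE2 sites changed by 13.5% and the CAGA box by 6.45% with both signals.

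The interaction of the signals was also tested on lists at the medium dose. The medians were -0.17 for estrogen receptor targets (camera adjusted p = 1.0e-04, and adjusted p = 0.286 with an estimated correlation), -0.19 for DNA replication (adjusted p = 5.4e-07 and 0.364 with an estimated correlation), -0.28 for mitosis (adjusted p = 6.7e-14 and 0.364), 0.46 for HOX and CDX factors (adjusted p = 0.047 and 0.648) and -0.28 for the interferon response (adjusted p = 6.7e-04 and 0.381).

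Noise and the way genes were chosen may account for part of the extreme values of c, and this was tested by simulating all genes as multiplicative, or as additive, and choosing them by the same rule. With every gene multiplicative, 10.5% of simulated genes had a c of 5 or more (highest of 20 sets 12.4%), where 18.5% were observed at the medium dose, and 9.67% were classed super-multiplicative (highest 11.6%), where 17.5% were observed. The simulated settings are assumed, so an excess of this size does not exclude noise. With every gene additive, 18.9% were classed sub-additive (highest 20.3%), where 9.06% were observed, so this simulation holds more sub-additive genes than were observed; its settings too are assumed, and it does not say which genes are sub-additive.

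A smooth spread of true c with no preference for the product may also leave a residual near 1, and was tested by simulation. The simulated residual at the low dose was centered at a median of 1.90 (middle 95% of 400 sets 1.58 to 2.18), where 1.28 was observed, at the medium dose at 1.46 (1.24 to 1.70), where 1.14 was observed, and at the high dose at 1.21 (0.99 to 1.45), where 1.02 was observed. The high-dose center thus lies where a smooth spread puts it, the low-dose and medium-dose centers lie below, and the spread was assumed, so these exclude nothing. A local excess at c = 1, as the ratio of genes within 0.25 of 1 to those 0.25 to 0.5 from it, was 1.06 at the medium dose (95th percentile under a smooth spread 1.24), but the test would find a true second peak in 4.75% of sets and so cannot tell. The same ratio at c = 0 was 0.899, 1.19 and 1.48 from the low to the high dose, with 95th percentiles under a smooth spread of 1.35, 1.32 and 1.33. Only at the high dose did the ratio exceed that of the smooth spread. At c = 0 the test would find the excess of a truth with 2 peaks in 38%, 75.2% and 77.5% of sets. The spread was assumed here too.

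For windows gained or lost, 3 libraries against 3 make 10 splits, too few for a share under 0.05. The real split at the medium dose had 6658 with retinoic acid (highest other 1162), 4621 with TGF-β (1195) and 11028 with both (1041). Ethanol at 50% and 150% density had 1218 and 1133 (highest other 1458 and 1365).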
